# Upregulation of neuronal PGC-1α ameliorates cognitive impairment induced by chronic cerebral hypoperfusion

**DOI:** 10.7150/thno.37119

**Published:** 2020-02-03

**Authors:** Bin Han, Wei Jiang, Haijie Liu, Junjie Wang, Kai Zheng, Pan Cui, Yan Feng, Chun Dang, Yali Bu, Qing Mei Wang, Zhenyu Ju, Junwei Hao

**Keywords:** neuroinflammation, PGC-1α, ROS, vascular dementia

## Abstract

**Rationale**: Mitochondrial dysfunction and oxidative stress occur in vascular dementia (VaD), but the specific molecular mechanism regulating these events remains unclear. Peroxisome proliferator-activated receptor-γ co-activator-1α (PGC-1α) is a master regulator for mitochondrial function. This study aims to investigate whether PGC-1α is involved in the pathophysiology of VaD.

**Methods**: We firstly generated *PGC-1α*^f/f^ Eno2-Cre mice to induce neuron-specific overexpression of PGC-1α by crossbreeding *PGC-1α*^f/f^ mice with Eno2-cre mice. Then, the mice were subjected to bilateral common carotid artery stenosis to induce chronic cerebral hypoperfusion. Neurological function and hippocampal PGC-1α expression was evaluated. Next, RNA-Seq analysis and Seahorse assay were performed on the hippocampal neurons. In addition, mitochondrial antioxidants, uncoupling proteins, ROS production and the activation of glial cells were also measured.

**Results**: Our results showed that hippocampal PGC-1α expression is down-regulated in the mouse VaD model induced by chronic cerebral hypoperfusion. In contrast, neuronal PGC-1α overexpression significantly ameliorated cognitive deficits. RNA-Seq analysis indicated that PGC-1α improved energy metabolism of neurons under hypoxic condition, and Seahorse assay confirmed that PGC-1α increases the metabolic activity of neurons. Further study demonstrated that PGC-1α boosted the expressions of mitochondrial antioxidants and uncoupling proteins (UCPs), including SOD2, Prx3, GPx1, UCP2, UCP4 and UCP5, which in turn reduced reactive oxygen species (ROS) production. Moreover, the activation of microglia and astrocytes was also found to decrease in the hippocampus. All of these changes greatly contributed to protect hippocampal neurons against ischemic insults.

**Conclusions**: PGC-1α could suppress the excessive ROS and neuroinflammation in the hippocampus, opening up a potential therapeutic target for cognitive impairment.

## Introduction

Vascular dementia (VaD), the second most common cause of dementia after Alzheimer's disease (AD), is characterized by memory and cognitive impairments 1. Many risk factors including an array of cardiovascular or cerebrovascular dysfunctions both lead to ischemic, cerebral hypoperfusion, or hemorrhagic brain lesions, which all contribute to the pathology of VaD 2. In addition, oxidative stress and neuroinflammation were also proved to play critical roles in the progression of VaD 3.

It was reported that glial activation could result in the white matter injury in mouse and rat models of chronic cerebral hypoperfusion 4-6. Moreover, activated microglia could also produce excessive reactive oxygen species (ROS), which in turn exacerbated neuroinflammation 3, 7. ROS mainly derives from dysfunctional mitochondria, and is extensively linked to neurodegenerative diseases, including AD and Parkinson's disease (PD) 8. As expected, suppressing ROS generation could significantly reduce hippocampal neuronal degeneration and attenuate cognitive impairment 9. Also, a previous study demonstrated that the repair for mitochondrial dysfunction could protect against hippocampal neuronal damage, thereby attenuating cognitive deficits 10. In the ischemic impaired hippocampus, the activities of oxidative phosphorylation complexes I, II, and IV were found to markedly decrease 11. All of these observations prompted us to hypothesize that an appropriate regulation for mitochondrial function might improve cognitive impairment.

Peroxisome proliferator-activated receptor-γ co-activator 1α (PGC-1α), a master regulator to regulate mitochondrial biogenesis 12, 13, mainly up-regulates mitochondrial DNA and induces the expressions of genes encoding mitochondrial proteins via interactions with estrogen-related receptor α or nuclear respiratory factor 1 and 2 14, 15. More specifically, PGC-1α powerfully promotes the expressions of ROS-detoxifying enzymes and uncoupling proteins (UCPs), thereby reducing ROS production 16. Importantly, the roles of PGC-1α in neurons have also been well studied. The overexpression of PGC-1α in dopaminergic neurons increased the expressions of mitochondrial antioxidants superoxide dismutase 2 (SOD2) and thioredoxin 2 (Trx2), and protected against the MPTP-induced cell degeneration in a mouse model of PD 17. In contrast, the reduced PGC-1α level, accompanied by the decreased expressions of mitochondrial antioxidants and UCPs, was correlated with the neuronal loss in multiple sclerosis (MS) patients 18. A previous study has reported that the expression of PGC-1α was also down-regulated in the brains of AD patients, which precisely reflects the extent of dementia 19. AD is characterized by the accumulation of Aβ and neuronal loss. PGC-1α was proved to block Aβ generation by modulating β-secretase, thereby reducing neuronal damage 20. Katsouri et al. also demonstrated that the up-regulated PGC-1α by lentivirus injection suppressed Aβ pathology and neuronal loss, and improved the cognitive function of APP23 transgenic mice, the mice of AD model 21. In addition, PGC-1α could also powerfully suppress the Aβ-induced neuroinflammation 21, 22. Thus, PGC-1α could act as an effective therapeutic target for cognitive impairment in AD.

To date, the role of neuronal PGC-1α in the progression of vascular cognitive impairment has not been investigated. In the present study, we speculate that neuronal PGC-1α promotes mitochondrial biogenesis, thereby reducing ROS production and improving the cognitive impairment induced by chronic cerebral hypoperfusion. To address this challenge, we specifically overexpressed PGC-1α gene in neurons using the Cre/LoxP system, which will contribute to verify the specific role of PGC-1α in VaD.

## Materials and methods

### Animals

Wild-type (WT) mice were purchased from the Vital River Corporation (Beijing, China). *PGC-1α*^f/f^ mice were generated by flanking Rosa26 of *PGC-1α* with *loxP* recombination sites, which contains a floxed *PGK*-neo-STOP cassette at the upstream of *PGC-1α*. The *PGC-1α*^f/f^ mice were generously provided by Zhenyu Ju. B6.Cg-Tg (Eno2-cre) 39Jme/J mice were purchased from Jackson Laboratory (stock number 006663). All mice were housed under specific pathogen-free conditions with a 12-h light/dark cycle, and given free access to food and water. All mice were C57BL/6 background. To generate mice that specifically overexpress PGC-1α in neurons, we crossed *PGC-1α*^f/f^ mice with Eno2-cre mice, and yielding offspring were bred with *PGC-1α*^f/f^ mice to generate *PGC-1α*^f/f^ Eno2-Cre (nPGC-1α) mice expressing IRES-eGFP, and the littermate control *PGC-1α*^f/f^ mice lacking the Cre recombinase transgene. The expressed Cre recombinase could excise the *PGK*-neo-STOP cassette, thereby inducing the neuronal specific overexpression of PGC-1α. The efficiency of PGC-1α overexpression was determined by Western blots.

A total of 262 male mice (12 weeks) were used in this present study, of which 95 were WT mice, 100 were* PGC-1α*^f/f^ mice and 67 were nPGC-1α mice. Mice were randomly assigned to different experimental groups by lottery drawing: WT group (n = 40), WT+bilateral common carotid artery stenosis (BCAS) group (n = 55), *PGC-1α*^f/f^ group (n = 55), *PGC-1α*^f/f^ +BCAS group (n = 45), nPGC-1α group (n = 27) and nPGC-1α+BCAS group (n = 40). All experimental protocols were approved by the Institutional Animal Care and Use Committee of Tianjin Medical University General Hospital.

### BCAS procedure

BCAS was used to induce chronic cerebral hypoperfusion, as previously described 4, 6, 23. Briefly, mice were anesthetized with chloral hydrate (30 mg/kg, intraperitoneally [ip]), and then the right common carotid artery was gently separated from the surrounding tissues and fully exposed from the carotid sheath. Next, the artery was wrapped with a microcoil (0.18-mm internal diameter). After 1 h, the same procedure was performed on the left common carotid artery. For the determination of PGC-1α level, WT mice were used as the sham control. The littermate *PGC-1α*^f/f^ mice were used as the sham control in the subsequent experiments, which underwent the same surgical procedure without the BCAS procedure. To clarify the role of PGC-1α, WT and nPGC-1α mice were treated with SR-18292, an indirect chemical inhibitor of PGC-1α, (45mg/kg, i.p. Sigma) for 4 weeks after BCAS surgery 24. Cerebral blood flow (CBF) was monitored by using a laser Doppler flowmetry at different time points, including before BCAS and at 2 h, 1 week, 2 weeks, and 4 weeks after BCAS surgery. These results were expressed as the percentages of the values measured before BCAS. Some mice died at some time during or after BCAS procedure, including 9 of 55 mice in the WT+BCAS group, 8 of 45 in the *PGC-1α*^f/f^ +BCAS group and 6 of 40 in the nPGC-1α+BCAS group. All data collected from died mice were excluded from analysis.

### In situ injection of lentivirus

To further investigate the role of PGC-1α, we knocked down and up-regulated the expression of PGC-1α in hippocampus by using the in situ injection of lentivirus. After anesthesia, WT mice were placed in a stereotaxic instrument. Lentivirus-PGC-1α, lentivirus-PGC-1α RNAi or lentivirus-control was injected into the hippocampus. The site of injection was located at the coordinates of 2.0 mm posterior to the bregma, 2.0 mm lateral to the midline, and 1.9 mm ventral to the skull surface. After 7 days, the BCAS surgery was performed on the mice with lentivirus injection.

### Morris water maze (MWM) experiment

At 4 weeks after surgery, spatial learning and memory abilities were tested using the MWM. The detailed procedures were carried out as previously described 25. Briefly, the maze consisted of a black plastic circular pool (120 cm diameter) filled with water to a depth of 45 cm. Water temperature was maintained at 23 ± 2°C during testing, and the water was made opaque using white ink. For data collection and analysis, the pool was divided into 4 virtual quadrants. An escape platform (10 cm diameter), invisible from the pool surface, was submerged 1 cm beneath the surface and placed at the center of one quadrant. This platform was consistently placed at the same place in the 'target' quadrant throughout the whole learning phase of behavioral training, and provided the only place of escape when a mouse was swimming in the water. At the place navigation stage, the mice were randomly place into the four quadrants and allowed to freely swim until they escaped to the platform. However, the mice were manually guided to the platform for 10 s if they failed to navigate to the platform within 2 min. A trial ended at this point or at the point when the mouse climbed onto the platform, which is the escape latency.

Each mouse underwent 4 trials per day for 5 consecutive days. The place navigation phase from day 1 to day 5 was used to evaluate the spatial learning ability. During this phase, we recorded escape latency and average swim speed. On day 6, a probe trial was conducted to evaluate the spatial memory ability. Before the trial, the platform was removed from the pool. Vorhees et al. suggested that the mice could be placed 180° from the original platform position 25, thus we chose the quadrant opposite to the target quadrant as a start position. The mouse was allowed to swim for a maximum of 2 min. The number of platform crossings and time spent in the target quadrant were calculated. The mice were monitored during learning and probe trials using a commercially available automated video system and Any-Maze software (Stoelting Co., Wood Dale, IL, USA).

### Odor discrimination reversal learning (ODRL)

ODRL test was performed to evaluate executive function, as previously reported 26, 27. In brief, the mice were tested in three stages, including shaping, acquisition and shift. Firstly, the mice in the testing chamber were trained to get reward food with lavender scent. This stage was not completed until these mice successfully acquired the food for 5 times. Secondly, this test proceeded to the stage of acquisition, and two cups of dried beans or wood chips were used in this test. Vanilla odor, mint odor and material pairings were randomly matched in each trail. Eight times out of ten in a trail was viewed to reach successful criteria. Lastly, these mice were immediately subjected to the shift stage. The cup with dried beans was defined as a bait. The successful criteria was the same as that of the acquisition stage. In the ODRL test, the trials to reach criteria and the time to find reward were used for the analysis for the executive function.

### Electrophysiological test

After the MWM test, mice were prepared for electrophysiological recording. Long-term potentiation (LTP) in the perforant pathway (PP) synapses of dentate gyrus (DG) was recorded to assess synaptic plasticity. LTP was viewed as a physical basis for memory encoding in the hippocampus 28. After anesthetization with 5% urethane (30 ml/kg, ip), the mice were placed in a small-rodent stereotaxic frame (Narishige, Japan). After exposing the skull surface, a small hole was made in the left dorsal skull using a dental drill, and a bipolar stimulation electrode was slowly lowered into the PP. Subsequently, a monopolar stainless steel electrode was lowered into the DG. The optimal coordinates of electrodes' locations were confirmed based on the previously reported data 29. Afterward, a stable normalized baseline was recorded for 20 min. Then theta burst stimulation (TBS) was used to induce LTP. After TBS, field excitatory postsynaptic potentials (fEPSP) were recorded every 60 s for 60 min (Scope Software, Powlab, AD Instruments, Australia). The mean fEPSP slope to reflect synaptic efficacy was normalized to the baseline.

### Cell culture and lentiviral transfection

HT-22 cells, an immortalized mouse hippocampal neuron cell line, were cultured in Eagle's Minimum Essential Medium (EMEM) (10-009-CVR, Corning) containing 10% fetal bovine serum (FBS, Life Technologies, Vienna, Austria) and 1% penicillin/streptomycin (Life Technologies) in 5% CO_2_ at 37°C. Before transfection, HT-22 cells were cultured in 24-well plates. Then, the PGC-1α-overexpressed lentivirus or negative control lentivirus (Genechem Co., Ltd., Shanghai, China) were transfected into HT-22 cells. The transfected cells were selected with puromycin (2 μg/mL; Santa Cruz) at 72 h after transfection. Transfection efficiency was evaluated by using Western blots.

### Oxygen and glucose deprivation (OGD) treatment

To generate a hypoxic environment for HT-22 cultures, we employed a self-contained and sealed hypoxia incubator chamber (Cat. 27310; STEMCELL Technologies Inc). After successful transfection, HT-22 cells were placed in this chamber (5% CO_2_ and 95% N_2_) and exposed to OGD treatment for 2 h in EMEM medium without serum and glucose. After OGD treatment, HT-22 cells were cultured in normal medium at 37°C for 24 h.

### High-throughput RNA sequencing (RNA-Seq)

Total RNA was extracted from the OGD-treated HT-22 cells using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Subsequently, the total RNA was identified and quantified by using NanoDrop ND-1000, and 1~2 μg of total RNA was used for the construction of RNA-Seq libraries. mRNA was enriched using NEBNext® Poly(A) mRNA Magnetic Isolation Module (New England Biolabs). Libraries were then constructed using KAPA Stranded RNA-Seq Library Prep kit (Illumina) according to the manufacturer's protocol. Sequencing library was determined by Agilent 2100 Bioanalyzer using the Agilent DNA 1000 chip kit (Agilent, part # 5067-1504). All samples were sequenced on Illumina HiSeq 4000 with 150 bp paired-end reads. After quality control, the raw sequencing data were aligned to the mouse genome (GRCm38) using Hisat2 software. Finally, differentially expressed genes were defined with fold change ≥ 1.5 and p value ≤ 0.05. Cluster analysis was performed using Cluster 3.0 software. Gene Ontology (GO) biological process analysis was performed using DAVID, and kyoto encyclopedia of genes and genomes (KEGG) was used for pathway analysis.

### Seahorse assay

The oxygen consumption rate (OCR) of HT-22 cells was determined by Seahorse Bioscience XF^e^96 Extracellular Flux Analyzer using XF Cell Mito Stress Test kit (Seahorse Bioscience, USA) according to the manufacturer's instructions. Briefly, HT-22 cells were seeded in Seahorse XF-96 plates at 10,000 cells/well, followed by OGD treatment for 2 h. After 24 h, these cells were used for Seahorse assay. Firstly, HT-22 cells were incubated in CO2-free incubator for 1 h before measurement. Secondly, the baseline of OCR was recorded. Then oligomycin (1 μM), FCCP (0.5 μM) and rotenone/antimycin A (1 μM) were subsequently added to reveal the key parameters showing metabolic function. Finally, basal respiration, ATP production, maximal respiration, spare capacity and proton leak were calculated.

### Hematoxylin and eosin (H&E) staining

After anesthetization, mice brains were gently removed and fixed in 4% paraformaldehyde overnight at 4°C. Brain tissues were then progressively dehydrated and embedded in paraffin. Coronal sections (8 μm) were cut using a microtome (Leica RM2255). Finally, these tissue sections were stained with an H&E kit (Solarbio, Beijing, China) according to the manufacturers' instructions.

### Microarray analysis

Total RNA was extracted from the hippocampus of nPGC-1α and *PGC-1α*^f/f^ mice by using TRIzol reagent according to the manufacturer's instructions. RNA was further purified to evaluate its concentration and integrity. Next, cDNA was generated and labeled with Cy3-dCTP fluorescent dye (GE Healthcare) using cRNA amplification and labeling kit (CapitalBio, Beijing, China). Then, denatured cDNA was loaded onto a Mouse Gene Expression 8 x 60k v2 microarray (Agilent Technologies), and hybridized in an Agilent Hybridization Oven overnight. Finally, the microarray was scanned using Agilent Microarray Scanner System (G2565CA). The raw data were extracted using Agilent Feature Extraction (v10.7) software, and further analyzed using GeneSpring software V13 (Agilent Technologies). GO and KEGG analyses were performed.

### Immunohistochemistry

After fixation in 4% paraformaldehyde, brain tissues were successively immersed in 15% and 30% sucrose for dehydration. After cutting, brain sections were incubated with 3% H_2_O_2_ for 10 min, followed by rinsing in PBS (3 × 5 min) to block endogenous peroxidase activity. After perforating with 0.2% Triton X-100 for 15 min, brain sections were blocked with 3% bovine serum albumin (BSA) for 30 min. Next, sections were incubated with the primary antibodies, including rabbit anti-brain-derived neurotrophic factor (BDNF) (1:500; Santa Cruz) and rabbit anti-neuron-specific DNA-binding protein (NeuN) (1:500; Abcam), overnight at 4°C. Subsequently, these sections were washed in PBS (3 × 10 min), followed by the incubation with horseradish peroxidase-labeled secondary antibody (1:500; DAKO, Glostrup, Denmark) for 1 h. Finally, the peroxidase reaction was developed with diaminobenzidine-tetrahydrochloride dihydrate (DAB; DAKO, Glostrup, Denmark) to make these sections visualized under a light microscopy.

Brain sections were fixed in cold acetone for 15 min, and incubated with 3% BSA, followed by the incubations with primary antibodies overnight at 4°C. The primary antibodies included rabbit anti-PGC-1α (1:50, Santa Cruz), rabbit anti-ionized calcium-binding adaptor molecule-1 (Iba-1) (1:500, Wako), rabbit anti-glial fibrillary acidic protein (GFAP) (1:1000, Abcam), rat anti-myelin basic protein (MBP) (1:1000, Abcam), mouse anti-CD68 (1:500, Abcam), rabbit anti-acetylcholinesterase (AChE) (1:50, Santa Cruz), rabbit anti-choline acetyltransferase (ChAT) (1:50, Santa Cruz), goat anti-vesicle acetylcholine transporter (VAChT) (1:50, Santa Cruz) and mouse anti-high-affinity choline transporter (ChT1) (1:50, Santa Cruz). Next, the sections were rinsed in PBS (5 × 5 min), followed by the incubations with the species-compatible fluorescent secondary antibodies for 1 h in the dark. After staining with Fluoroshield Mounting Medium with DAPI (Abcam, ab104139), these sections were observed under a fluorescent microscope.

Cell counting was carried out in a double-blind manner. Images for hippocampal layers were taken from 3 to 5 frozen sections from each mouse. The mean number of positively-stained cells in hippocampal CA1 area was quantified using ImageJ software, as previously described 18. Data were expressed as the mean number of positively stained-cells per visual field.

### Quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from fresh hippocampal tissues by using TRIzol reagent. Subsequently, cDNA was synthesized using TransScript First-Strand cDNA Synthesis Super Mix (TransGen Biotech, China). Next, qPCR reactions were performed on a CFX Connect^TM^ Real-Time PCR Detection System (Bio-Rad, USA) using FastStart Universal SYBR Green Master (Roche, Germany) in triplicate. The housekeeping gene GAPDH was used as a normalized control. The following PCR conditions were used: denaturation at 95°C for 10 min, followed by 39 cycles of 95°C for 15 s and 60°C for 1 min. The relative mRNA expression was calculated using the 2^-ΔΔCt^ comparative method. All primers for amplification were shown in Table S1.

### Western blots

Hippocampal tissues were homogenized by sonication in 200 μL RIPA buffer containing a protease inhibitor cocktail. The concentration of proteins was determined using a BCA kit. Equal amount of proteins were separated using SDS-PAGE gels, and then the separated proteins were transferred onto PVDF membranes (Millipore, USA) using the semi-dry transfer method. After blocking with 5% nonfat dried milk for 2 h, the membranes were incubated with primary antibodies overnight at 4°C. The primary antibodies included rabbit anti-PGC-1α (1:1000, ThermoFisher), rabbit anti-BDNF (1:200, Santa Cruz), mouse anti-AChE (1:100, Santa Cruz), rabbit anti-ChT1 (1:1000, Abcam), rabbit anti-ChAT (1:1000, Abcam) and goat anti-VAChT (1:1000, Santa Cruz) antibodies. Next, the membranes were incubated with the species-compatible secondary antibodies for 1 h. The specific protein bands were detected using a Bio-Rad Gel Doc Imager.

### Detection of ROS production in situ

Dihydroethidium (DHE, Sigma-Aldrich) was used to detect the in situ ROS production in hippocampus, in which DHE could be oxidized to red fluorescent molecule ethidium by superoxide. Mice were injected (ip) with DHE (100 μL, 4 mg/mL) 3 times at 1-h intervals. Then, the brain tissues were removed and cut. Finally, brain sections were incubated with DAPI and observed under a fluorescent microscope. And the DHE fluorescence intensity was quantified using ImageJ software.

### Statistical analysis

All analyses were carried out using GraphPad Prism 5.0 software to evaluate the statistical differences among groups. Data were presented as means ± SEM. Two-way analysis of variance (ANOVA) was used to compare the time-course data, including escape latencies, mean swimming speed and CBF. One-way ANOVA (Kruskal-Wallis test) followed by an appropriate *post-hoc* test was used to test the differences among multiple groups. The Mann-Whitney *U* test was used to compare the differences between two groups. Differences were considered significant at p < 0.05.

### Data deposition

RNA-Seq and microarray data were deposited at the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) with accession numbers GSE127788 and GSE134257, respectively.

## Results

### Decreased expression of hippocampal PGC-1α following chronic cerebral hypoperfusion

To investigate the possibility that PGC-1α may be related to cognitive impairment, we firstly established a mouse model in which the cognitive impairment was induced by chronic cerebral hypoperfusion. MWM experiment indicated that the mice from BCAS group had a longer escape latency to find the hidden platform compared with those from the sham group on days 3 to 5 at the place navigation stage, suggesting that they had impaired spatial learning ability and cognitive impairment (Figure 1A). After the MWM test, these mice were immediately sacrificed to collect their hippocampal tissues, then the key mitochondrial antioxidants and UCPs in the hippocampus were measured. The results showed that the mRNA expressions of SOD2, peroxiredoxin 3 (Prx3), Trx2, and glutathione peroxidase 1 (GPx1) were all significantly down-regulated in the BCAS group (Figure 1B), and the mRNA expressions of UCP2, UCP4 and UCP5 were also greatly down-regulated (Figure 1C). Given that PGC-1α was involved in regulating the transcriptions of mitochondrial antioxidants and UCPs 16, we also analyzed the expression of PGC-1α in the hippocampus. The levels of PGC-1α mRNA and protein expressions markedly decreased in the BCAS group relative to that in the sham group (Figure 1D-E). The hippocampal CA1 area was proved to be more closely related to the cognitive dysfunction 30, 31. However, the immunofluorescent staining confirmed that PGC-1α expression was down-regulated in the hippocampus CA1 area of mice from the BCAS group (Figure 1F). Additionally, the expression of PGC-1α was also down-regulated in the cortex and hippocampal CA3 area of mice from the BCAS group compared to that from the sham group (Figure S1). In summary, we observed a significant reduction in PGC-1α level in the hippocampus of mice with cognitive deficits, which is likely to underlie the decreased expressions of mitochondrial antioxidant enzymes and UCPs.

### Characteristics of transgenic mice overexpressing neuron-specific PGC-1α

Considering that the dysfunction of hippocampal neurons greatly contributes to the cognitive impairment in AD 32, PGC-1α level was determined and found to be significantly changed following BCAS in our study. Then, the transgenic mice that overexpress neuron-specific PGC-1α were generated via the Cre/LoxP system to evaluate the neurological function after chronic cerebral hypoperfusion. To test the efficiency of PGC-1α overexpression, we quantified PGC-1α expression by using Western blots. The PGC-1α expression was up-regulated in nPGC-1α mice (Figure 2A). In addition, the IRES-eGFP-positive neurons in frozen brain sections were observed using fluorescence microscopy, demonstrating that PGC-1α was overexpressed in these neurons (Figure 2A). Further experiments showed that the brain structure and neuronal density in cortex and hippocampal CA1 area were not obviously altered in WT, *PGC-1α^f/f^* or nPGC-1α mice, suggesting that the overexpression of neuronal PGC-1α may not alter the brain environment under normal physiological condition (Figure S2). CBF was also recorded for assessment of the blood flow before and after BCAS surgery, and the results indicated that from hours to weeks after BCAS, the CBF significantly decreased in those BCAS groups compared to that in the sham group. However, CBF was comparable among three BCAS groups, suggesting that the variability in genotypes is not attributable to the difference in blood flow (Figure S3).

### PGC-1α improves cognitive performance in mice after chronic cerebral hypoperfusion

The MWM was performed for the neurological evaluation of spatial learning and memory abilities in the neuronal PGC-1α-overexpressed mice after chronic cerebral hypoperfusion. The typical swimming pathways of mice from the sham, WT+BCAS, *PGC-1α^f/f^*+BCAS, and nPGC-1α +BCAS groups were shown in Figure 2B. The results showed that mean escape latency was longer in the WT+BCAS and *PGC-1α^f/f^* +BCAS groups compared to that in the sham and nPGC-1α+BCAS groups, indicating that neuronal PGC-1α overexpression significantly improved the learning ability (Figure 2C). In addition, the* PGC-1α^f/f^* +BCAS group had a longer latency time compared to the sham and nPGC-1α+BCAS groups. The WT+BCAS group performed similarly to the* PGC-1α^f/f^* +BCAS group, and no significant difference was observed in the performance between the sham and nPGC-1α+BCAS groups (Figure 2C). All these 4 groups exhibited similar swimming speeds, suggesting that the mice had comparable swimming skills (Figure 2D), ruling out potential confounding factors to obtain better performance. In the spatial probe trial, the mice from the WT+BCAS and *PGC-1α^f/f^* +BCAS groups spent less time in the target quadrant and had fewer platform crossings than that from the sham group. Interestingly, the above parameters were improved in the nPGC-1α+BCAS group (Figure 2E-F). Using ODRL test, we found that the mice from WT+BCAS and *PGC-1α^f/f^* +BCAS groups had executive function deficits, while PGC-1α overexpression improved executive function of mice from the nPGC-1α+BCAS group (Figure S4). To further confirm the neuroprotective effects of PGC-1α, the in situ injection of lentivirus was performed to regulate the level of PGC-1α in hippocampus. As expected, the knockdown of PGC-1α worsened the cognitive impairment compared with the control, but the up-regulation of PGC-1α improved the abilities of learning and memory (Figure S5A-C). In addition, the neuroprotective effect of PGC-1α on the nPGC-1α+BCAS group was reversed by SR-18292, an inhibitor of PGC-1α. In the WT+BCAS group, SR-18292 greatly aggravated the neurological outcomes (Figure S5D-E). Taken together, these results suggested that the PGC-1α overexpression in neurons could improve hippocampal neuronal function and attenuate cognitive impairment after chronic cerebral hypoperfusion.

After the MWM test, we used LTP to assess hippocampal synaptic plasticity, which is necessary for assessing the learning and memory functions. Basal perforant-path evoked fEPSPs in DG of hippocampal formation were recorded. In this assessment, LTP was induced by TBS, and the evoked fEPSPs slopes in DG were recorded for 1 h and the amplitudes were normalized to the 20 min baseline period. The results showed that the mean fEPSP slope significantly decreased in WT+BCAS and* PGC-1α^f/f^* +BCAS groups compared to the sham and nPGC-1α+BCAS groups. However, no significant difference was observed between the sham and nPGC-1α+BCAS groups (Figure 2G-H). These data suggest that the neuronal PGC-1α also promotes the recovery of cognitive function.

### PGC-1α overexpression alters the gene expression profile of neurons

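RNA-Seq was performed on HT-22 cells, an immortalized line derived from mouse hippocampal neurons, in 4 groups: cells with negative control lentivirus (Ctrl), cells with PGC-1α-overexpressing lentivirus (PGC-1α), and the same types of cells after oxygen and glucose deprivation (Ctrl+OGD and PGC-1α+OGD). The negative control lentivirus is taken from the methods, while the sample records call the control cells wild type. OGD lasted 2 h in medium without serum and glucose under nitrogen and carbon dioxide, and was followed by 24 h in normal medium. Each group had 1 library, so no difference between groups has a replicate check, and no p value across genes was computed. Poly(A) RNA was sequenced from both ends on an Illumina HiSeq sequencer after stranded library preparation, and the authors aligned the reads to the mouse genome build GRCm38 with Hisat2. The deposited table holds values for 25889 Ensembl transcripts, not for genes, and does not name their unit. The values were taken as FPKM, fragments scaled by transcript length and by mapped fragments, because they are never negative and their column totals differ and are far below the fixed total of TPM. The totals were 331892 for Ctrl, 338091 for PGC-1α, 353381 for Ctrl+OGD and 347314 for PGC-1α+OGD. The number of reads behind these values is unknown, and no whole-read steps could be found among the low values. Every transcript in the table reached at least 0.500 FPKM in 1 or more libraries. Of these transcripts, 25822 were matched by identifier to GENCODE release M21, which gave 11502 gene symbols. As set before the data were examined, the transcript with the highest mean stood for each gene, and the 10437 genes whose mean over the 4 libraries was at least 1 FPKM were compared. Fold changes are differences of log2(FPKM + 1), which understates the change of low genes, and a gene was counted as higher or lower at 1.5-fold or more, which is the paper's fold change criterion without its p value. Because 6508 genes had 2 or more deposited transcripts, between which an estimator can move reads, values after summing the transcripts of each gene are given beside the first ones. The summing was chosen after the data were seen, and it gave 10604 genes with a mean of at least 1 FPKM. Gene lists for the processes and pathways were written at the same stage as these criteria. The median log2 fold change of each list was ranked among 10000 random lists of the same size matched on mean expression, and a list outside the middle 95% of them was counted as apart from random lists. These percentiles describe the 4 libraries and are not a test across samples.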

To investigate the neuroprotective mechanism of PGC-1α, we performed RNA-Seq analysis on the PGC-1α-overexpressed HT-22 cells, a hippocampal neuron cell line. In this analysis, the cells received OGD to mimic chronic cerebral hypoperfusion. RNA-Seq analysis showed that 336 genes were up-regulated, and 363 genes were down-regulated in PGC-1α-overexpressed neurons compared to controls. Furthermore, PGC-1α increased the expressions of 170 genes, and reduced the expressions of 171 genes after OGD treatment (Figure 3A). 

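The overexpressed gene itself, Ppargc1a (ENSMUSG00000029167), lies on the minus strand of chromosome 5 of GRCm38 from 51454250 to 51567726. Its most abundant transcript had 0.900 FPKM in Ctrl, 26.0 FPKM in PGC-1α, 0.103 FPKM in Ctrl+OGD and 8.41 FPKM in PGC-1α+OGD. The log2 fold change was 3.83 for PGC-1α vs Ctrl and 3.09 for PGC-1α+OGD vs Ctrl+OGD. A further Ppargc1a transcript was listed at 9.03 FPKM in PGC-1α and at 0 in the other 3 libraries. FPKM divides by the annotated length, 6464 bases for the first transcript and 2754 for the other, whichever part of the gene the lentivirus carries.

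**Figure D1:**
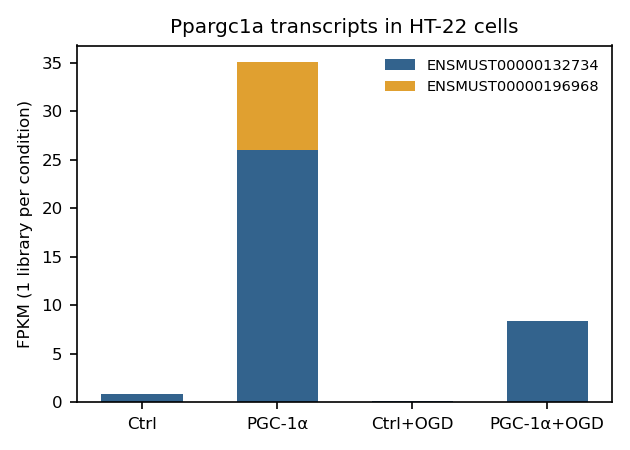
FPKM of the 2 deposited Ppargc1a transcripts (stacked bars) in each of the 4 libraries of HT-22 cells, 1 library per group, with no error bars because there are no replicates. The PGC-1α and PGC-1α+OGD libraries reach 35.1 and 8.41 FPKM in total, against 0.900 and 0.103 FPKM in Ctrl and Ctrl+OGD.

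In the PGC-1α library, 814 genes were higher and 971 were lower by at least 1.5-fold than in the Ctrl library. These counts moved most when every deposited transcript with a mean of at least 1 FPKM was counted in place of 1 transcript per gene, which gave 2266 transcripts higher and 2406 lower. After the transcripts of each gene were summed, 521 genes were higher and 597 lower, of which 412 and 488 were also past 1.5-fold in the same direction by their highest transcript. Among genes with a mean of at least 5 FPKM, 7.33% of the 2962 genes with 1 deposited transcript were past 1.5-fold, against 19.1% of the 4528 genes with 2 or more, and 9.01% of the latter after summing.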

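Between the PGC-1α+OGD and Ctrl+OGD libraries, 609 genes were higher and 755 were lower by at least 1.5-fold. With the transcripts of each gene summed, these counts were 327 and 405. This comparison and PGC-1α vs Ctrl share no library. Of the genes that were higher with PGC-1α, 131 were higher in both comparisons, while random gene sets of the same sizes matched on expression shared 51.2 on average, with 95% of them between 39 and 64. Of the lower genes, 163 were lower in both, against 83.8 in random sets (68 to 100). Genes past 1.5-fold in opposite directions were also more frequent than in random sets. There were 122 genes higher without OGD and lower with OGD, against 63.6 (50 to 78), and 149 lower without OGD and higher with OGD, against 68.5 (54 to 83). After summing, 75 genes were higher in both comparisons, against 18.2 in random sets (11 to 27), and 79 were lower in both, against 29.4 (20 to 40). The opposite changes then numbered 49, against 22.4 (14 to 31), and 51, against 22.9 (15 to 32). Across the 10604 summed genes, the log2 fold changes of the 2 comparisons correlated with r = 0.12, where genes are not independent replicates.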

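The 20 genes with the largest rise in PGC-1α vs Ctrl were Amotl2, Gm45717, Cdc26, G3bp2, Ldha, Nadk2, Clip1, Fam171a1, Ddx46, Epb41, Sqle, Asap1, Pgls, Zmynd8, Snap23, Tcf12, Ppargc1a, Pabpc4, Zbed6 and Unc5a. For 18 of these 20 genes the table holds 2 or more transcripts, and 11 of the 20 remained at least 1.5-fold higher after the transcripts were summed. The Amotl2 transcript rose from 0.0427 FPKM to 49.3 FPKM, a log2 fold change of 5.59, which was 0.83 when the transcripts of the gene were summed. Gm45717, a gene with 1 deposited transcript that shares exons with Ifitm2 and Ifitm5, rose from 0.515 FPKM to 71.1 FPKM (log2 fold change 5.57). Cdc26 rose from 0.113 FPKM to 47.5 FPKM, with a log2 fold change of 5.45, or 4.79 after summing. Pgls shares exons with Fam129c, and Zbed6 with Gm38394 and Zc3h11a. The G3bp2 transcript was listed at 0 in Ctrl and at 37.3 FPKM in PGC-1α, and its summed log2 fold change was 0.50. The Ldha transcript rose from 1.75 FPKM to 93.8 FPKM (log2 fold change 5.11), while the sum of its 12 deposited transcripts rose from 91.9 FPKM to 149 FPKM (0.69). Of the 20 genes, 2 belong to the lists of energy metabolism, Ldha to glycolysis/gluconeogenesis and Nadk2, a mitochondrial NAD kinase, to the NAD metabolic process. Of the 20 largest rises after summing, 5 are among the 20 above, namely Cdc26, Gm45717, Nadk2, Ppargc1a and Zbed6, and 2 belong to the same lists, Nadk2 and the cytochrome c oxidase subunit gene Cox7a1. Over the 13 tested genes of the NAD metabolic process list, the median log2 fold change was 0.14, at the 94.0th percentile of random lists and so within their range. Its 3 largest rises were those of Nadk2 (4.83, or 4.47 after summing), Sirt1 (1.66) and Nadk (0.81), and the summed log2 fold changes of Sirt1 and Nadk were -0.28 and -0.01.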

GO analysis for the top 20 PGC-1α-upregulated genes under normal condition showed that these genes were closely related to several biological processes, like cellular respiration, NAD metabolic process, oxidation reduction process and the generations of precursor metabolites and energy (Figure 3B). 

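Under OGD, the 20 largest rises with PGC-1α were those of Rps10, Nptxr, Eps8, Dgcr2, Pum2, Slc38a10, Agpat3, Diaph1, Ncoa6, Tns1, Pcdhgc3, Hacd1, Pcyt1a, Nck1, Baz2a, Aldh7a1, Rptor, Erc1, AL731706.1 and Golga2. None of these 20 genes belongs to the lists for oxidative phosphorylation, the mitochondrially encoded subunits, the citrate cycle, glycolysis/gluconeogenesis or the NAD metabolic process, which gives 0 for this count, and 0 also for the 20 largest rises after summing. After the transcripts were summed, 9 of the 20 remained at least 1.5-fold higher. The Rps10 transcript, whose gene shares exons with RPS10-NUDT3, was at 5.61 FPKM in Ctrl+OGD and 340 FPKM in PGC-1α+OGD, a log2 fold change of 5.69, whereas the summed transcripts were at 324 FPKM and 430 FPKM (0.41). The Nptxr transcript, whose gene shares exons with Npcd, rose from 0.0319 FPKM to 52.1 FPKM (log2 fold change 5.68, or 0.04 after summing). The transcripts of Eps8, Dgcr2 and Pum2 were listed at 0 in Ctrl+OGD and at 25.6, 17.6 and 16.9 FPKM in PGC-1α+OGD. Their summed log2 fold changes were -0.11, 1.10 and 0.23, and Dgcr2 shares exons with Gm20518, AL731706.1 with AL731706.2 and Mkks, and Pcdhgc3 with other protocadherin gamma genes. Ppargc1a was not among these 20 genes by its highest transcript and had a place among the 20 largest rises after summing.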

After OGD treatment, the up-regulated genes by PGC-1α were also associated with biological processes, including metabolic process and the generations of precursor metabolites and energy (Figure 3C). These results indicated that PGC-1α participated in regulating the energy metabolism of neurons. 

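A list of 48 known PGC-1α target genes, 36 of which were tested, had a median log2 fold change of 0.32 in PGC-1α vs Ctrl and of 0.21 in PGC-1α+OGD vs Ctrl+OGD. Both medians lay above every one of the random lists matched on expression. Without OGD, 26 of the 36 genes had a log2 fold change above 0 and 11 were at least 1.5-fold higher, against 2.46 on average in random lists. With OGD, 28 of the 36 genes had a log2 fold change above 0 and 5 were at least 1.5-fold higher, against 1.43. After the transcripts of each gene were summed, the medians were 0.35 and 0.18. Of the tested target genes, 15 also belong to another of the lists used here.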

GO analysis for the 336 PGC-1α-upregulated genes revealed that these genes were involved in the generations of precursor metabolites and energy, ATP metabolic process, cellular respiration, drug metabolic process and nucleotide metabolic process (Figure 3D). 

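For cellular respiration, the 79 tested of 82 nuclear-encoded genes of the oxidative phosphorylation list had a median log2 fold change of 0.47 in PGC-1α vs Ctrl, above all 10000 random lists, of which 95% had medians from -0.03 to 0.12. Of these genes, 74 had a log2 fold change above 0, and 20 were at least 1.5-fold higher, against 3.77 on average in random lists. The 3 largest rises were in Cox7a1 (2.59 FPKM to 23.1 FPKM, log2 fold change 2.75), Ndufs1 (13.8 FPKM to 37.7 FPKM, 1.38, or 0.96 after summing) and Cox5a (23.8 FPKM to 60.2 FPKM, 1.31). Cox7a1 (ENSMUSG00000074218) lies on the plus strand of chromosome 7 of GRCm38 from 30184144 to 30186078. The 13 mitochondrially encoded subunits were all higher in PGC-1α than in Ctrl, with a median log2 fold change of 0.38 at the 99.6th percentile, and 3 of them were at least 1.5-fold higher. Transcripts of the mitochondrial genome made up 4.23% of the total FPKM in Ctrl and 5.32% in PGC-1α. With the transcripts of each gene summed, the median of the oxidative phosphorylation list was 0.46.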

KEGG pathway analysis for these 336 genes indicated that these genes were involved in carbon metabolism, metabolic pathways, oxidative phosphorylation, and glycolysis/gluconeogenesis and citrate cycle (TCA cycle) (Figure 3E). These findings indicated that neuronal PGC-1α could promote generating a more favorable energy environment before hypoperfusion, which may in turn protect against neuronal damage. 

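The 28 tested of 30 citrate cycle genes had a median log2 fold change of 0.48 in PGC-1α vs Ctrl, above every random list. Of the 28 genes, 25 had a log2 fold change above 0 and 10 were at least 1.5-fold higher, where random lists had 1.54 on average. The 3 largest rises were those of Acly (3.18), Sucla2 (2.39) and Idh3a (1.35). The first 2 of these rises depended on the choice of transcript, and the summed log2 fold changes were 0.23 for Acly, 0.11 for Sucla2 and 1.26 for Idh3a. Idh3a (ENSMUSG00000032279), on the plus strand of chromosome 9 of GRCm38 from 54586334 to 54604661, was at 31.7 FPKM in Ctrl and 82.3 FPKM in PGC-1α. For glycolysis/gluconeogenesis, 28 of 40 genes were tested, and their median log2 fold change was 0.43, at the 99.99th percentile. In this list, 23 genes had a log2 fold change above 0, 10 were at least 1.5-fold higher and 2 were at least 1.5-fold lower. After Ldha, the largest rises were those of Ldhb (22.3 FPKM to 65.5 FPKM, log2 fold change 1.51) and Aldoa (219 FPKM to 400 FPKM, 0.87). After summing, the medians of the citrate cycle and glycolysis/gluconeogenesis lists were 0.43 and 0.41. With the members of the corresponding Reactome pathways in place of these lists, the medians were 0.55 for the citric acid cycle, 0.28 for glycolysis and 0.44 for respiratory electron transport, each above the middle 95% of random lists.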

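The same lists also moved with OGD in control cells. In Ctrl+OGD vs Ctrl, the median log2 fold change was 0.28 for oxidative phosphorylation, at the 99.96th percentile of random lists, 0.25 for the citrate cycle, at the 97.3rd percentile, and 0.29 for glycolysis/gluconeogenesis, at the 99.6th percentile. In PGC-1α+OGD vs PGC-1α, the medians were 0.01, at the 0.69th percentile, 0.00, at the 14.7th, and -0.07, at the 1.59th, so that oxidative phosphorylation and glycolysis/gluconeogenesis lay below the range of random lists. With random lists not matched on expression, these 2 lay within the range, at the 54.1st and 13.1st percentiles, and glycolysis/gluconeogenesis did so too after summing (23.0th), with no filter on low values (2.94th) and with the Reactome glycolysis pathway (median 0.05, 48.4th). The citrate cycle median in control cells lay within the range of random lists, and was above that range after summing or with random lists not matched on expression. The comparisons PGC-1α vs Ctrl and Ctrl+OGD vs Ctrl use the same Ctrl library, and their log2 fold changes across the 10604 summed genes correlated with r = 0.53. Permuting the 4 values within each gene 100 times, so that no group differed from another, gave r from 0.47 to 0.55.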

After OGD treatment, GO analysis for the 170 up-regulated genes by PGC-1α showed that the top 5 biological processes included endomembrane system organization, endoplasmic reticulum organization, organophosphate metabolic process, cellular process and NAD metabolic process (Figure 3F). 

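Under OGD, the lists for 2 of these processes lay within the range of random lists. The 44 tested of 50 genes of endoplasmic reticulum organization had a median log2 fold change of -0.01 in PGC-1α+OGD vs Ctrl+OGD, at the 67.6th percentile, and 4 of them were at least 1.5-fold higher, against 2.12 on average in random lists. The 3 largest rises were those of Retreg1 (2.08 FPKM to 9.76 FPKM, log2 fold change 1.81), Sec16b (0.611 FPKM to 2.80 FPKM, 1.24) and Retreg3 (4.53 FPKM to 11.0 FPKM, 1.11), and their summed log2 fold changes were 0.18, 0.25 and 0.28. The 13 tested genes of the NAD metabolic process list had a median log2 fold change of 0.00, at the 56.1st percentile, and 2 of them were at least 1.5-fold higher, against 0.872 in random lists. The 3 largest rises in this list were those of Sirt3 (0.71, or 0.44 after summing), Nadk2 (0.65, or 1.82 after summing) and Afmid (0.34), and Afmid shares exons with Gm20708.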

KEGG pathway analysis for these genes identified several key signaling pathways, including the insulin signaling pathway, Parkinson's disease, non-alcoholic fatty liver disease (NAFLD), glucagon signaling pathway, and Alzheimer's disease (Figure 3G). 

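The 98 tested of 116 insulin signaling genes had a median log2 fold change of -0.03 in PGC-1α+OGD vs Ctrl+OGD, at the 29.7th percentile of random lists. The list contains Ppargc1a itself, and 10 of its genes were at least 1.5-fold higher, at the 97.8th percentile of this count, while 9 were at least 1.5-fold lower. The count of higher insulin signaling genes was within the middle 95% of random lists with either other pseudocount (96.4th and 95.7th percentiles). It was also within it with median ratio (97.2nd) or upper quartile scaling (96.4th), and with unmatched random lists (95.6th). It was above it with no filter on low values (12 genes, 99.4th) and with a mean of at least 5 (9 genes, 99.65th). The 71 tested of 89 glucagon signaling genes, also including Ppargc1a, had a median of 0.01, at the 86.2nd percentile, with 10 genes at least 1.5-fold higher, at the 99.7th percentile, and 6 lower. Apart from Ppargc1a, the largest rises in these lists were those of Rptor, listed at 0 in Ctrl+OGD and at 8.68 FPKM in PGC-1α+OGD, Camk2b, listed at 0 and at 3.14 FPKM, and Prkacb (5.00 FPKM to 19.3 FPKM, log2 fold change 1.75). Their summed log2 fold changes were 1.94 for Rptor, 0.32 for Camk2b and 0.24 for Prkacb. The pathways for Parkinson's disease, NAFLD and Alzheimer's disease contain many subunits of the respiratory chain. Under OGD, the median log2 fold change of the oxidative phosphorylation list was 0.17, above all 10000 random lists, of which 95% had medians from -0.09 to -0.02. Of the 79 genes, 65 had a log2 fold change above 0. At least 1.5-fold higher were 3, against 1.52 on average in random lists, within their range (87.0th percentile). The largest rises were those of Cox7a1 (2.46 FPKM to 11.5 FPKM, 1.85), Ndufb10 (58.2 FPKM to 119 FPKM, 1.02) and Ndufa12 (102.0 FPKM to 201 FPKM, 0.97). Of the 3 genes with the largest rises without OGD, Ndufs1 (-0.41, but 0.19 after summing) and Cox5a (80.0 FPKM to 66.0 FPKM, -0.27) were lower with PGC-1α under OGD, and Cox5a was lower in Ctrl than in each of the other 3 libraries. The 13 mitochondrially encoded subunits were again all higher, with a median of 0.26 above every random list.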

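In PGC-1α+OGD vs Ctrl+OGD, the median log2 fold change was 0.20 for the citrate cycle, above every random list, and 0.07 for glycolysis/gluconeogenesis, at the 99.4th percentile. The latter was no longer apart from random lists when these were not matched on expression. In the citrate cycle, 2 genes were at least 1.5-fold higher, against 0.732 in random lists (90.2nd percentile). In glycolysis/gluconeogenesis, 1 was, against 0.966 (55.7th percentile). The 3 largest rises in the citrate cycle were those of Sucla2 (2.12, but -0.12 after summing), Idh3a (0.87) and Dlst (0.51), while Acly was at -0.07, and in glycolysis/gluconeogenesis those of Ldhb (1.13), Dlat (0.46) and Hk1 (0.42). The effect of PGC-1α with OGD minus its effect without OGD had a median of -0.30 for oxidative phosphorylation and of -0.36 for glycolysis/gluconeogenesis, both below every random list, of -0.28 for the citrate cycle, at the 0.12th percentile, and of -0.23 for the NAD metabolic process, at the 4.76th percentile. With 1 library in each group, this difference between the effects could not be tested. Against the mean of the other 3 libraries, Ctrl was low for oxidative phosphorylation (median -0.41) and the citrate cycle (-0.40). Both lay below every random list. Ctrl was also low for glycolysis/gluconeogenesis (-0.35, 0.01st percentile), but not for the NAD metabolic process (-0.05, 17.3rd). A low Ctrl library would enlarge the effect without OGD. Summed Ppargc1a was also lower in PGC-1α+OGD (8.41 FPKM) than in PGC-1α (35.1 FPKM).

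**Figure D2:**
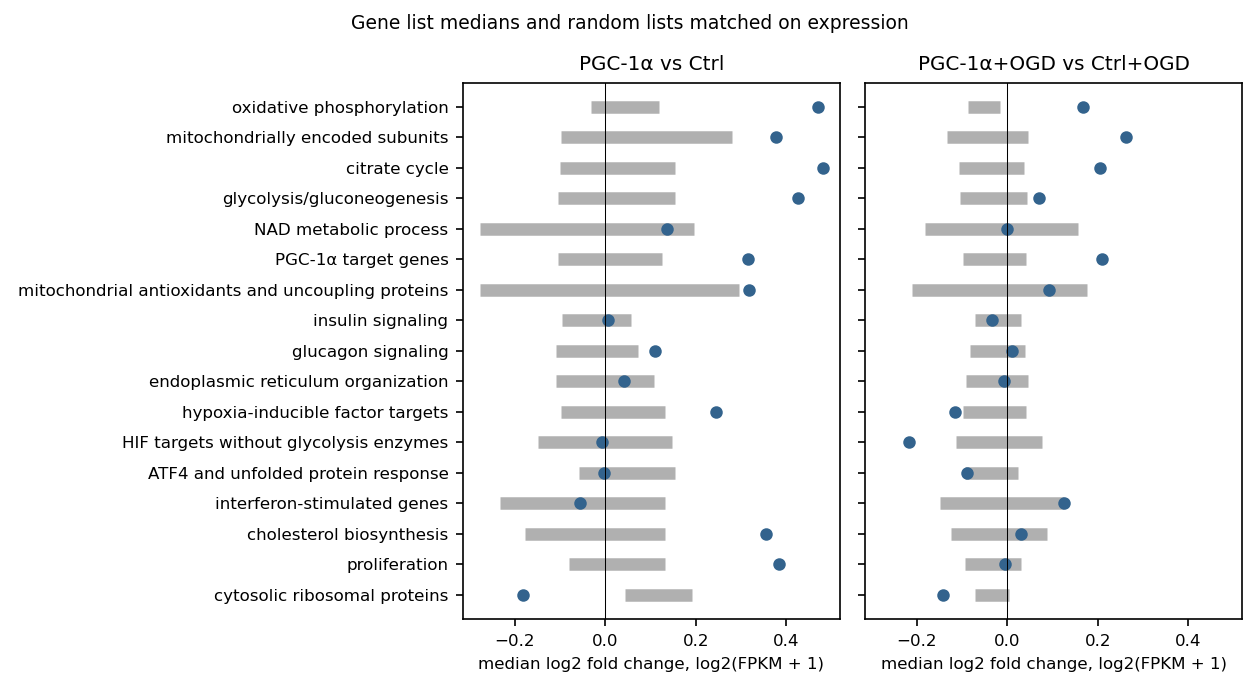
Median log2 fold change, on the log2(FPKM + 1) scale (horizontal axis), of 17 gene lists (points) in PGC-1α vs Ctrl (left) and PGC-1α+OGD vs Ctrl+OGD (right), 1 library per group, with the range holding 95% of the medians of 10000 random lists matched on mean expression (gray bars). Oxidative phosphorylation is at 0.47 and 0.17 and the citrate cycle at 0.48 and 0.20, above the bars in both panels, and insulin signaling and endoplasmic reticulum organization are inside the bars in both.

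From the processes and pathways enriched among the genes up-regulated by PGC-1α with and without OGD (Figure 3B-G), the paper proposes that PGC-1α enhances the metabolism of neurons and thereby protects against cognitive deficits after ischemia.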

Taken together, the RNA-Seq data indicated that PGC-1α might enhance metabolic processes of neurons, thereby protecting against cognitive deficits after ischemia insult.

In basal conditions, the gene expression profiles of hippocampus between *PGC-1α^f/f^* and nPGC-1α mice were measured by using microarray analysis. We found that a total of 100 genes were up-regulated and 290 genes were down-regulated in the hippocampus from nPGC-1α mice relative to *PGC-1α^f/f^* mice (Figure S6A). GO analysis for these differentially expressed genes indicated that the molecular function for these PGC-1α-induced genes mainly focused on the two aspects of energy metabolism and inflammation, such as hemoglobin binding, CCR chemokine receptor binding, chemokine activity, phospholipid-translocating ATPase activity and maltose alpha-glucosidase activity (Figure S6B). KEGG analysis also showed the corresponding enriched pathways, including ubiquitin mediated proteolysis, galactose metabolism, cytokine-cytokine receptor interaction, glycolysis/gluconeogenesis, inflammatory mediator regulations of TRP channels and NF-kappa B signaling pathway (Figure S6C). Altogether, these results indicated that PGC-1α regulated the energy metabolism and inflammation in the hippocampus.

### PGC-1α increases the mitochondrial respiration in neurons

To further confirm whether PGC-1α increases the metabolic activity of neurons, we assessed mitochondrial respiration by measuring OCR in HT-22 cells using Seahorse assay. We found that PGC-1α increased the ATP production of neurons (Figure 4A-B), which suggests that PGC-1α overexpression can better meet the energetic needs of neurons under the basal condition. In addition, there were no differences in the basal respiration, maximal respiration, spare capacity and proton leak between the PGC-1α-overexpressed HT-22 cells and control HT-22 cells (Figure 4A-B). After OGD treatment, we also found that the basal respiration, ATP production and proton leak significantly increased in PGC-1α-overexpressed HT-22 cells compared to the HT-22 cells without PGC-1α overexpression (Figure 4C-D). Altogether, these data indicate that PGC-1α could enhance the energetic metabolism of neurons, which in turn generally improves the neuronal function.

### PGC-1α induces hippocampal BDNF expression after chronic cerebral hypoperfusion

To further investigate the neuroprotective mechanism of PGC-1α, the level of BDNF was evaluated, which was proved to be essential for assessing the synaptic plasticity, normal hippocampal function and neuron survival 33. Immunohistochemical and Western blot analyses revealed a significant reduction in BDNF expressions in the hippocampal CA1 area of WT+BCAS and* PGC-1α^f/f^* +BCAS mice compared to sham mice. In contrast, BDNF levels were up-regulated in the nPGC-1α+BCAS group (Figure 5A-C). These results strongly supported the hypothesis that the neuronal PGC-1α enhances BDNF expression. Furthermore, the numbers of neurons in the hippocampal CA1 area of the mice were also evaluated. The results indicated that no significant differences among these four groups were observed, but there appeared to be fewer neurons in the hippocampal CA1 area of WT+BCAS and* PGC-1α^f/f^* +BCAS groups compared to the sham group, and the numbers of neurons in nPGC-1α+BCAS group tended to increase (Figure 5D-E). These results suggest that PGC-1α promotes BDNF expression, which may potentially contribute to the neuronal restoration and repair at the chronic recovery stage following BCAS.

### Cholinergic dysfunction is attenuated in the mice overexpressing neuronal PGC-1α

Disruption in the central cholinergic neurotransmitter system has been observed in AD and VaD, and this disruption could greatly contribute to cognitive deficits 34, 35. Moreover, cerebral hypoperfusion was proved to lead to cholinergic deficits, eventually aggravating cognitive impairment 36. A previous study indicated that cholinergic neurotransmitter mainly originated from neurons 37, and the hippocampus had a higher density of cholinergic innervation 38. Thus, we further determined the cholinergic activity in the hippocampal CA1 area of the PGC-1α-overexpressed mice. We quantified the levels of cholinergic components, including ChAT, VAChT, ChT1 and AChE. The results showed that the expression of ChAT, a direct synthetase for acetylcholine (ACh), markedly decreased in the hippocampal CA1 area of the mice from WT+BCAS and *PGC-1α^f/f^* +BCAS groups compared to that from the sham group. By contrast, this decrease was improved in the nPGC-1α+BCAS group (Figure 6A-B). In addition, the comparable changes were observed in VAChT and ChT1 levels. In general, VAChT is involved in the storage and transportation of ACh, while ChT1 is the rate-limited enzyme to synthesize ACh. At last, no significant difference in the expression of AChE, a degradation enzyme for ACh, was observed among these 4 groups (Figure 6A, C). These results together suggest that the neuronal PGC-1α regulates the cholinergic activity of neurons, further improving the learning and memory functions.

### PGC-1α reduces oxidative stress after chronic cerebral hypoperfusion

PGC-1α has been shown to modulate the metabolic activity of neurons, which substantially improved BDNF production, cholinergic activity and learning ability after chronic cerebral hypoperfusion. However, the underlying neuroprotective mechanism of PGC-1α is unclear. Therefore, we further attempted to unravel the role of PGC-1α in the transcriptional regulations of mitochondrial antioxidants and UCPs under chronic cerebral hypoperfusion condition. It has been verified that mitochondrial antioxidants, such as SOD2, Prx3, Trx2, and GPx1, could exert neuroprotective effects by eliminating ROS 39, 40. In addition, UCPs could also reduce ROS production via modulating the mitochondrial electron transport chain. We found that the mRNA expressions of SOD2, Prx3, and GPx1 significantly decreased in the hippocampus of the mice from WT+BCAS and *PGC-1α^f/f^* +BCAS groups compared to the sham group, while this decrease was reversed in the nPGC-1α+BCAS group (Figure 7A). In addition, the mRNA expressions of UCP2, UCP4 and UCP5 also reduced in the hippocampus of the mice from WT+BCAS and *PGC-1α^f/f^* +BCAS groups compared to the sham group, and their expressions were increased in the nPGC-1α+BCAS group (Figure 7B). We also measured the level of ROS in the hippocampus using DHE staining, and found that the ROS levels obviously increased in WT+BCAS and *PGC-1α^f/f^* +BCAS groups compared to the sham group. However, the mice overexpressing neuronal PGC-1α had a lower ROS level (Figure 7C-D). These results suggest that one possible mechanism for the neuroprotective effects of PGC-1α is that it greatly reduces ROS production in mice after chronic cerebral hypoperfusion.

### Glial activation is attenuated in the mice overexpressing neuronal PGC-1α

Previous studies indicated that cerebral hypoperfusion could induce glial activation and neuroinflammation 4, 5, which plays crucial roles in the pathophysiology of VaD 41. CD68, an activated microglia marker, was evaluated in our study 42, 43. We observed that the percent of CD68-positive microglia increased in the hippocampus CA1 area of the mice from WT+BCAS and *PGC-1α^f/f^* +BCAS groups compared to the sham group, while the overexpression of PGC-1α reduced the CD68-positive microglia after chronic cerebral hypoperfusion (Figure 8A-B), decreasing the activation of microglia. In addition, the activation of astrocytes significantly increased in WT+BCAS and *PGC-1α^f/f^* +BCAS groups compared to the sham group, but decreased in the nPGC-1α+BCAS group compared to WT+BCAS and *PGC-1α^f/f^* +BCAS groups (Figure S7A-B). Furthermore, the reduced damage of white matter and the improved repair for myelin sheath were observed in the nPGC-1α group (Figure S8). Altogether, the neuronal PGC-1α-induced cognitive improvement was accompanied with the decreased neuroinflammation. Thus, the low intensity of inflammation may promote the neuroprotective effects of neuronal PGC-1α.

## Discussion

In this present study, we observed that PGC-1α expression is markedly down-regulated in the hippocampus of mice with cognitive impairment induced by chronic cerebral hypoperfusion. To determine the role of PGC-1α in neurons under ischemic condition, we generated a strain of transgenic mouse that overexpresses the neuron-specific PGC-1α. We found that PGC-1α could improve the learning, memory and executive functions in the mice subjected to chronic cerebral hypoperfusion. We also observed that PGC-1α reduced ROS production. In addition, PGC-1α overexpression reduced the glial activation in hippocampal CA1 area. Taken together, these data underline the importance of PGC-1α in protecting against hippocampal neuronal damage under ischemic condition.

BCAS was used to induce chronic cerebral hypoperfusion in mice in our study. It was reported that this model could reasonably reproduce the clinical observations of VaD, and mimic some of the pathologies observed in the brains of VaD patients at autopsy 44. In addition, mitochondrial function in hippocampus was also proved to be impaired in the rat model of chronic cerebral ischemia 45. Our present findings is consistent with this report demonstrating that the levels of mitochondrial antioxidants including SOD2, Prx3, Trx2 and GPx1, and UCPs (UCP2, UCP4 and UCP5), in the hippocampus were significantly down-regulated in mice with chronic cerebral hypoperfusion. Correspondingly, the levels of PGC-1α mRNA and protein expressions also markedly decreased, which is in line with a postmortem study of MS patients, showing that PGC-1α is significantly decreased in cerebral cortex, and this decrease is correlated with neuronal loss 18. Importantly, a previous study indicated that the PGC-1α overexpression in a PD animal model protected against the MPTP-induced neuronal damage 17. Taken together, these observations strongly support that PGC-1α may play a critical role in the pathophysiology of VaD.

To better understand the role of PGC-1α in VaD, we generated the transgenic mice with the neuron-specific PGC-1α overexpression. We found that the PGC-1α overexpression improved the learning and memory abilities of mice after chronic cerebral hypoperfusion. Shibata et al. found that the damage of white matter appeared at day 14 after BCAS surgery 4, which also promoted cognitive impairment. We found that the PGC-1α overexpression partly relieved the demyelination. In addition, the knockdown of PGC-1α worsened the neurological outcomes, while the up-regulation of PGC-1α improved the cognitive impairment. All of these findings further confirmed the neuroprotective effects of PGC-1α on the BCAS model. Furthermore, LTP test indicated that PGC-1α improved the disrupted hippocampal synaptic plasticity, which is in line with a previous report that PGC-1α was involved in the formation and maintenance of hippocampal synapses 46. The biological processes enriched by GO analysis are also consistent with a previous finding demonstrating that PGC-1α protected against renal ischemia by regulating NAD biosynthesis and oxidative metabolism 47. In addition, several enriched signaling pathways were found to be related to cognitive function. Previous studies reported that the regulation for insulin signaling pathway could ameliorate cognitive impairment 48, 49. Our RNA-Seq data and Seahorse assay revealed that PGC-1α also improved the metabolic activity of neurons. The specific mechanism by which PGC-1α protects against the ischemia-induced cognitive impairment remains unknown. Recently, Wrann et al. demonstrated that the PGC-1α/FNDC5 pathway markedly induced hippocampal BDNF expression, leading to the enhanced cognitive function 50. In this present study, we observed that PGC-1α overexpression also induced hippocampal BDNF expression. And there was no statistically significant difference in the numbers of neurons, which is in line with the previous studies 4, 23. Actually, the neuronal loss in hippocampus obviously appeared at 8 months after BCAS surgery. In the BCAS model, we evaluated the neurological outcome at 4 weeks after this surgery. Thus PGC-1α may contribute to the neural recovery at the later stage. In addition, PGC-1α increased the expressions of ChAT, VAChT and ChT1. It was well documented that the cholinergic system played crucial roles in learning and memory functions 34. Taken together, our findings provide a molecular basis for the neuroprotective effects of PGC-1α on the cognitive impairment.

A previous study revealed that the down-regulation of PGC-1α in neurons could lead to a significant reduction in mitochondrial antioxidants and UCPs 18. In this present study, we showed that the up-regulation of PGC-1α significantly increased the mRNA expressions of SOD2, Prx3, GPx1, UCP2, UCP4 and UCP5, which acts as an endogenous protective mechanism to suppress ROS production 51. In addition, DHE staining also confirmed that PGC-1α markedly reduced ROS level. Thus, we concluded that PGC-1α could enhance mitochondrial biogenesis by up-regulating mitochondrial antioxidants and uncoupling proteins, which in turn reduces the ROS-mediated neuronal damage. On the other hand, ROS is closely related to inflammatory responses, and neuroinflammation has been identified as an important mechanism that contributes to the pathophysiology of dementia 41, 52, 53. Previous studies also demonstrated that glial activation occurred in the hippocampus after chronic cerebral hypoperfusion 4, 6, 54, and the inhibition for microglia limited the neuronal damage in the hippocampus 55. In addition, the anti-inflammatory effects of PGC-1α have been well studied 56, 57. In our study, glial activation was down-regulated in the mice from the nPGC-1α+BCAS group, suggesting that PGC-1α exerts an anti-inflammatory effect. This study confirmed the important role of PGC-1α in regulating energy metabolism and the subsequent inflammatory reactions in hippocampus. Previous studies have demonstrated that increasing PGC-1α could effectively suppress microglia and astrocyte activations 58, 59. And ROS has been viewed as a powerful inducer to promote inflammatory responses by activating NLRP3 inflammasome or NF-κB pathway 60, 61. In this present study, PGC-1α significantly suppressed the production of ROS by promoting the expression of mitochondrial ROS-detoxifying enzymes and UCPs, and then the decreased ROS from neurons attenuated the activations of surrounding glial cells and suppressed the neuroinflammation in the BCAS model 62. However, the PGC-1α-modulated gene transcription and expression for the downstream process still need further experiments, including the measurement of target genes using chromatin immunoprecipitation assay. Collectively, our results supported the hypothesis that PGC-1α reduces ROS production, thereby reducing glial activation and improving cognitive dysfunction, as shown in Figure 9.

Clear evidences have indicated that hippocampal neurons were closely related to cognitive impairment 63, 64. PGC-1α, a transcriptional coactivator, was abundantly expressed in the tissues with high metabolic rates, especially in neurons and muscles 65. In addition, the specific role of PGC-1α was dependent on the transcription factors that are interacted with it 66. In this present study, we found that PGC-1α improved synaptic plasticity, the energy metabolism of hippocampal neurons, and promoted the expressions of BDNF and mitochondrial antioxidants, which all contributes to alleviate the cognitive impairment. Thus, it is convinced that PGC-1α plays crucial roles in the pathology of BCAS model. In addition, the neuroprotective effects of PGC-1α may not be limited to these points observed in this study. For instance, PGC-1α may participate in regulating autophagy, thereby affecting neuronal apoptosis. Thus, it is worth to continue to explore other action mechanisms of PGC-1α in the BCAS model in the future researches.

In summary, we showed that the PGC-1α overexpression in neurons protected against the cognitive impairment induced by chronic cerebral hypoperfusion. A possible molecular mechanism for this effect is that the neuronal PGC-1α powerfully reduces ROS production and suppresses the neuroinflammation under ischemic condition. Therefore, the neuronal PGC-1α may represent a promising therapeutic target for improving cognitive impairment after chronic cerebral hypoperfusion.

## Supplementary Material

Supplementary figures and table. Click here for additional data file.

## Figures and Tables

**Figure 1:**
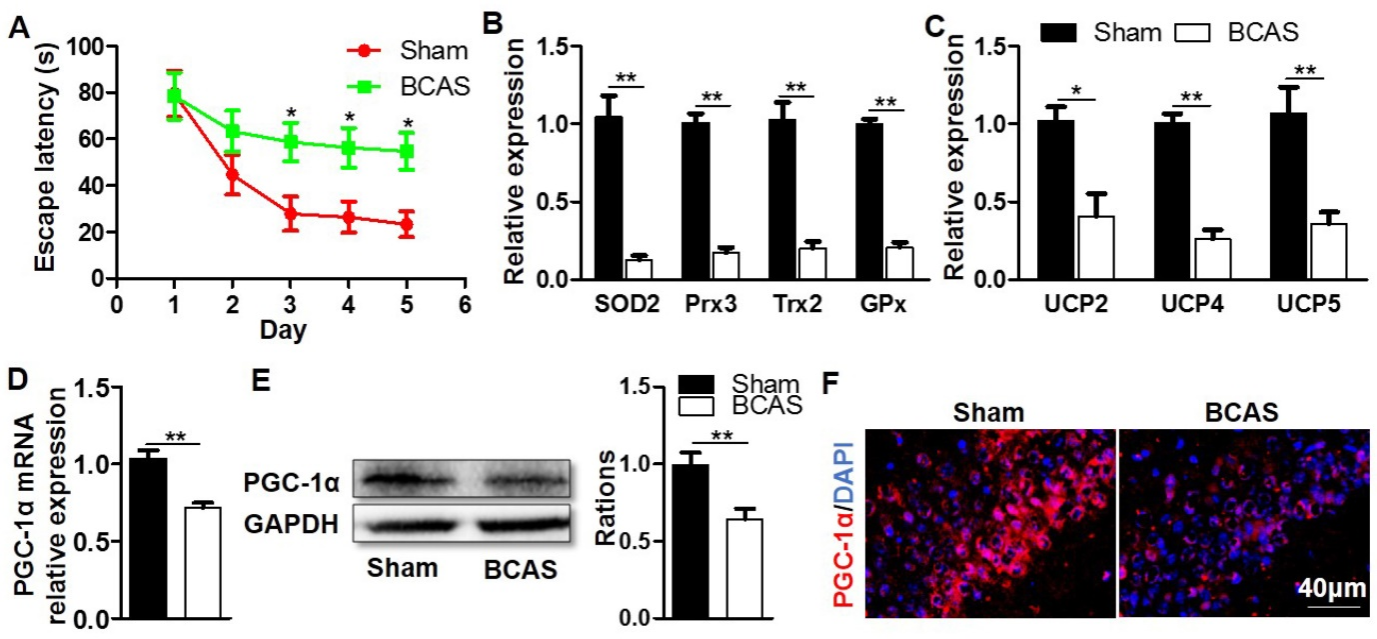
** Decreased expression of hippocampal PGC-1α in the mice with chronic cerebral hypoperfusion.** Wild-type mice were used to establish the VaD model with the chronic cerebral hypoperfusion induced by BCAS. (**A**) Evaluation of learning ability for BCAS and sham mice using MWM test. Mean escape latency was longer in the BCAS group at the place navigation stage, revealing the impaired spatial learning ability. (**B**) qRT-PCR analysis showed a significant reduction in the mRNA expressions of mitochondrial antioxidants in the hippocampus of BCAS group compared to the sham group. (**C**) The mRNA expressions of hippocampal UCPs were also significantly down-regulated in the BCAS group. The levels of hippocampal PGC-1α mRNA (**D**) and protein (**E**) expressions were both significantly down-regulated in the BCAS group. (**F**) Representative images of immunofluorescent staining clearly showed the decreased PGC-1α expressions in the hippocampal CA1 areas of BCAS mice. *p<0.05, **p<0.01 as determined by two-way ANOVA (**A**) or Mann-Whitney *U* test (**B-E**). n = 6 in each group.

**Figure 2:**
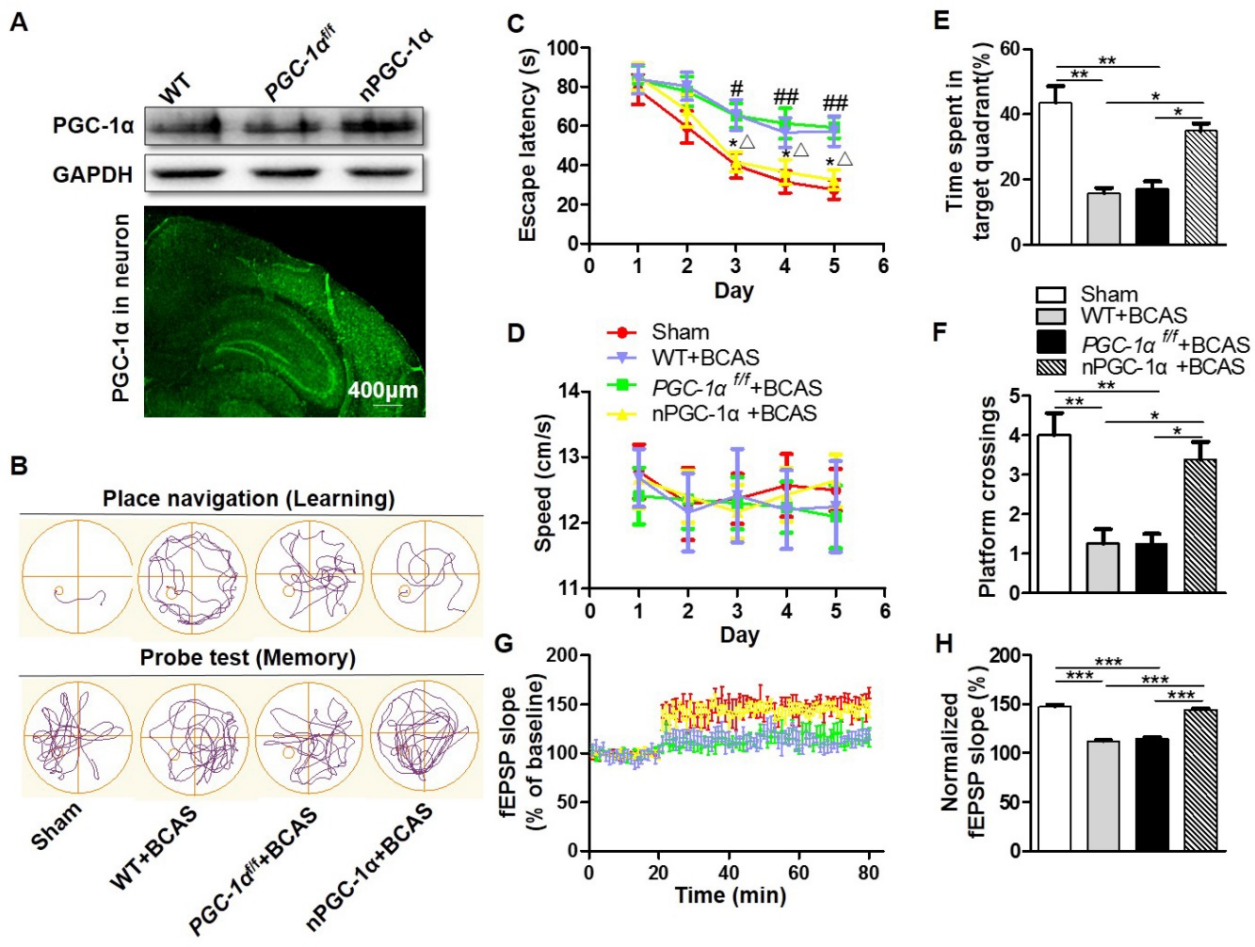
** PGC-1α protects against the cognitive impairment caused by chronic cerebral hypoperfusion.** (**A**) Top, Western blots for PGC-1α expressions in the hippocampus from WT, *PGC-1α^f/f^*and nPGC-1α mice. Bottom, a representative image for the coronal brain section prepared from nPGC-1α mice showed the neuronal expression of IRES-eGFP. (**B**) The typical swimming paths of sham-operated, WT+BCAS, *PGC-1α^f/f^* +BCAS, and nPGC-1α+BCAS mice in the MWM during learning (top) and memory probe tests (bottom). (**C**) Escape latencies were much longer in WT+BCAS and *PGC-1α^f/f^* +BCAS mice than those in the sham mice or nPGC-1α+BCAS mice. *p<0.05 for the comparison between *PGC-1α^f/f^* +BCAS and nPGC-1α+BCAS groups; ^#^p<0.05, ^##^p<0.01 for the comparison between the sham and *PGC-1α^f/f^ +*BCAS groups; ^△^p<0.05 for the comparison between WT+BCAS and nPGC-1α+BCAS groups, as determined by two-way ANOVA. (**D**) Mean swimming speed of these 4 groups of mice during spatial training was similar, showing that swim speed may not contribute to the differences in escape latencies. Mean percentage of time spent in target training quadrant (**E**), and mean number of platform crossings (**F**) during the probe test. (**G**) fEPSPs slopes were continuously recorded. (**H**) Mean fEPSP slope of LTP between 40 min and 60 min after TBS. *p<0.05, **p<0.01, ***p<0.001 as determined by one-way ANOVA. (**A, G-H**) n = 5 in each group, (**B-F**) n = 8 in each group.

**Figure 3:**
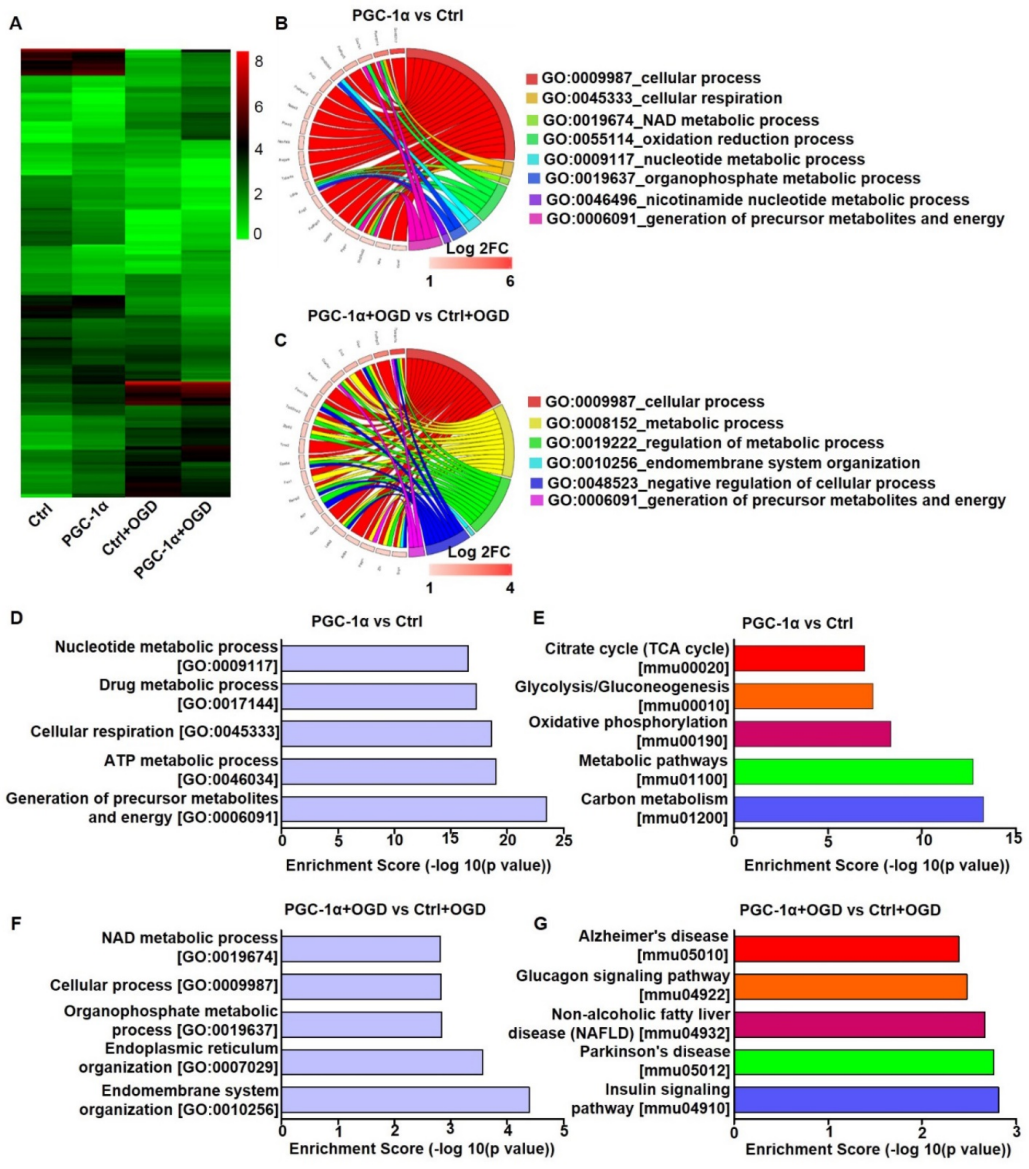
** PGC-1α overexpression alters the gene expression profile of cultured neurons.** (**A**) Cluster analysis for the differentially expressed mRNAs of control, PGC-1α, control+OGD and PGC-1α+OGD groups based on RNA-Seq data. Circle plot showed that the top 20 up-regulated genes were closely related to several biological processes in PGC-1α vs control groups (**B**) and PGC-1α+OGD vs control+OGD groups (**C**). (**D**) Go enrichment analysis for the differentially expressed genes that were up-regulated by PGC-1α. The top 5 enriched biological processes were shown. (**E**) KEGG pathway analysis for the PGC-1α-upregulated genes after OGD treatment. The top 5 pathways were shown. (**F**) The bar graph showed the top 5 up-regulated biological processes in the PGC-1α+OGD group compared to the control+OGD group. (**G**) The top 5 pathways that were up-regulated in the PGC-1α+OGD group compared to the control+OGD group.

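Across the 10604 genes with summed transcripts, Pearson's r of log2(FPKM + 1) between libraries was 0.966 for Ctrl and PGC-1α, 0.979 for Ctrl+OGD and PGC-1α+OGD, 0.963 for Ctrl and Ctrl+OGD, and 0.972 for PGC-1α and PGC-1α+OGD. By the highest transcript of each gene, these values were 0.924, 0.944, 0.922 and 0.931, where genes are not independent replicates. After OGD, 1001 genes were higher and 1086 lower by at least 1.5-fold in control cells, and 779 were higher and 911 lower in PGC-1α-overexpressed cells. With transcripts summed, 657 and 818 genes changed in control cells and 405 and 553 in PGC-1α-overexpressed cells. The 5 largest rises after OGD in control cells were those of Ldha (1.75 FPKM to 111 FPKM, log2 fold change 5.35), Amotl2 (0.0427 FPKM to 35.9 FPKM, 5.15), Ccnd3 (1.09 FPKM to 58.7 FPKM, 4.84), Sqle and Fam171a1, of which the last 2 were listed at 0 in Ctrl. Their summed log2 fold changes were 0.88, 0.42, 0.85, 0.98 and -0.15. The 5 largest falls were those of Rps10 (353 FPKM to 5.61 FPKM, -5.74), Nptxr (50.3 FPKM to 0.0319 FPKM, -5.63), Gas1 (38.7 FPKM to 0.396 FPKM, -4.83), Dgcr2 and Eps8, of which the last 2 were listed at 0 in Ctrl+OGD. Their summed log2 fold changes were -0.46, 0.01, -1.57, -1.80 and -0.20. With PGC-1α and no OGD, the largest falls against Ctrl included those of Nptxr, Tmem176b, Prmt1 and Prkg2, with summed log2 fold changes of -0.15, -0.10, -0.56 and -1.70. Under OGD, the 5 largest falls with PGC-1α were those of Amotl2, Klhdc4, Oaz2, Ddx46 and Ldha, with summed log2 fold changes of 0.28, -0.46, -0.91, -0.90 and -0.08.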

**Figure 4:**
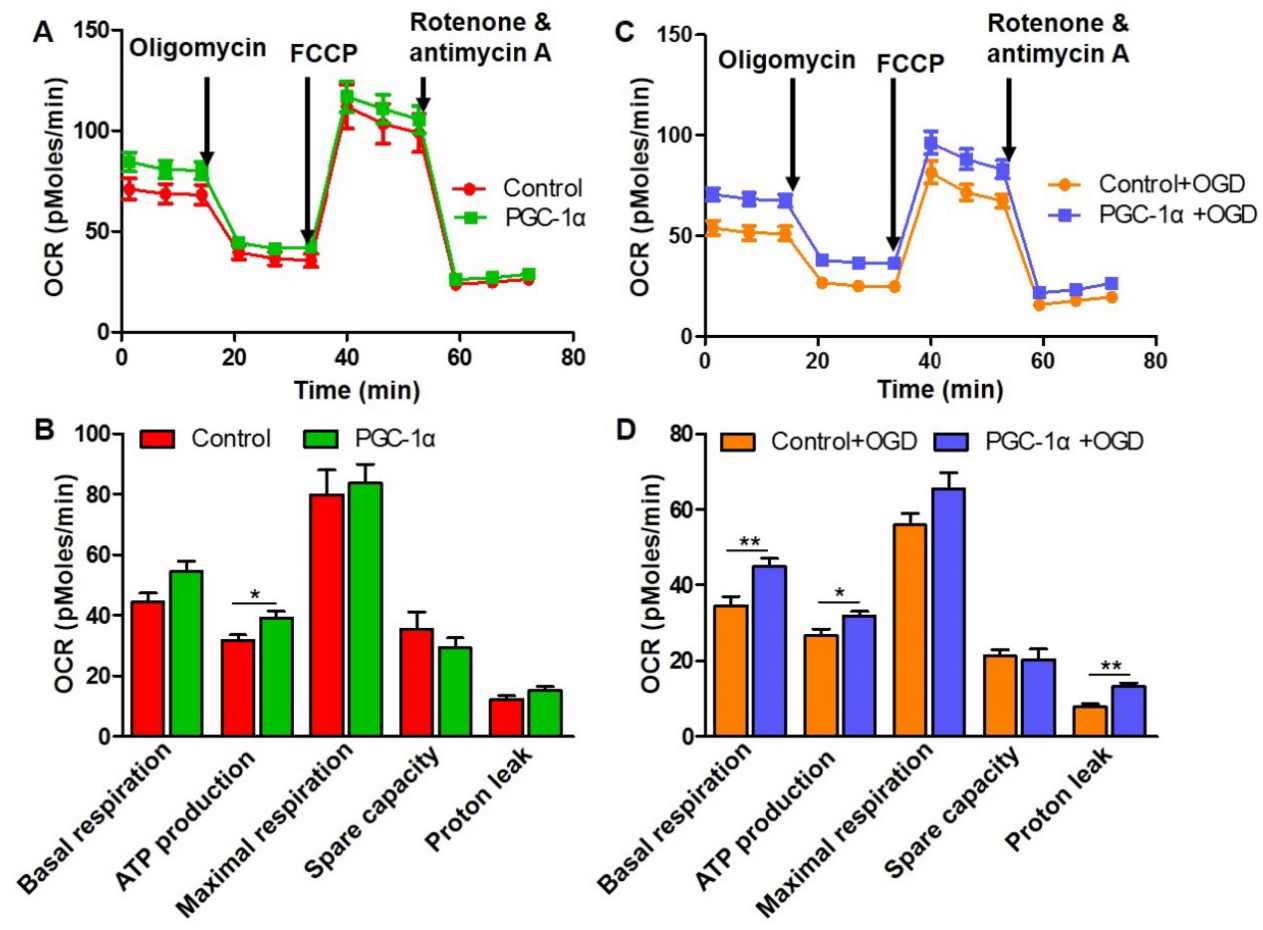
** PGC-1α increases the mitochondrial respiration in neurons.** (**A**) Seahorse assay for the OCR in HT-22 cells with or without PGC-1α overexpression. (**B**) Quantification of basal respiration, ATP production, maximal respiration, spare capacity and proton leak. PGC-1α increased the ATP production of neurons. (**C**) OCR was measured in HT-22 cells after OGD treatment. (**D**) The 5 key parameters for mitochondrial respiration were calculated from OCR. *p<0.05, **p<0.01 as determined by Mann-Whitney *U* test. n = 8 in each group.

**Figure 5:**
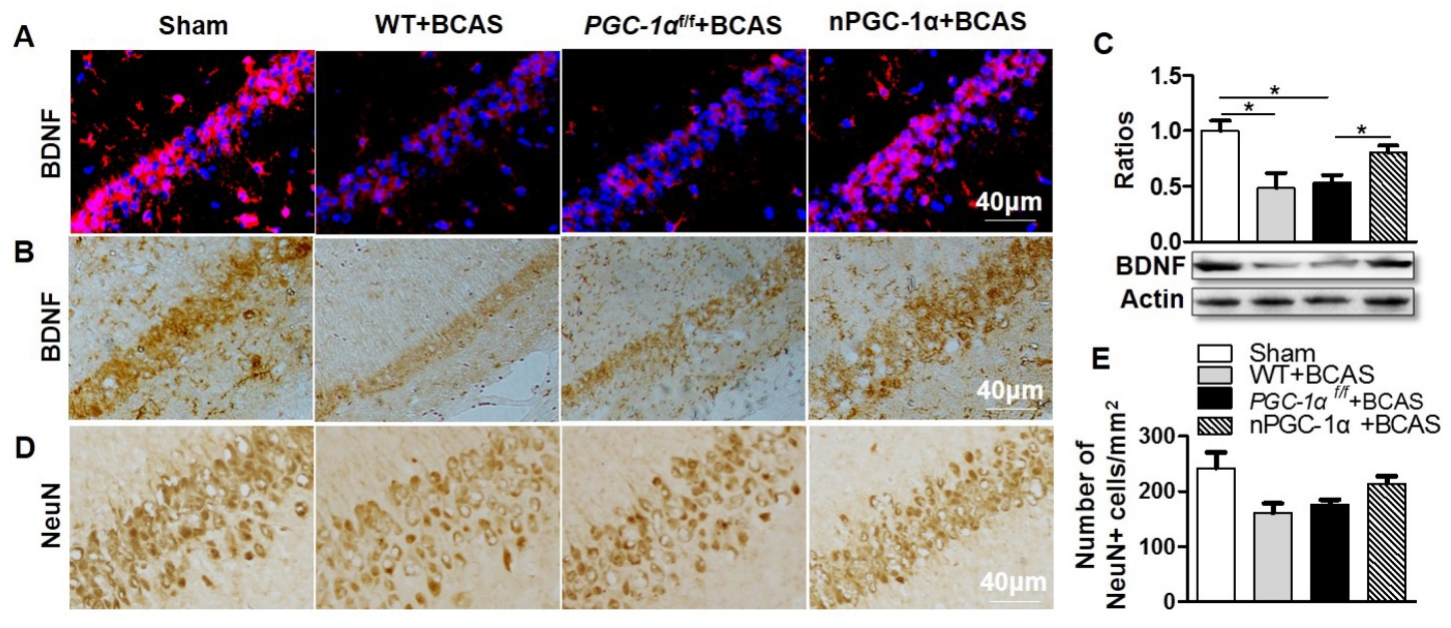
** PGC-1α induces hippocampal BDNF expression after chronic cerebral hypoperfusion.** Representative images of brain sections immunostained for BDNF (**A, B**), and Western blots for BDNF (**C**) showed that BDNF protein was significantly downregulated in WT+BCAS and *PGC-1α^f/f^* +BCAS groups compared to the sham group. By contrast, BDNF was up-regulated in the nPGC-1α+BCAS group. (**D, E**) Immunostaining in hippocampal CA1 area showed that there was only a downward trend for the numbers of NeuN-positive neurons in the WT+BCAS and *PGC-1α^f/f^* +BCAS groups compared to the sham and nPGC-1α+BCAS groups. *p<0.05 as determined by one-way ANOVA. n = 5 in each group.

**Figure 6:**
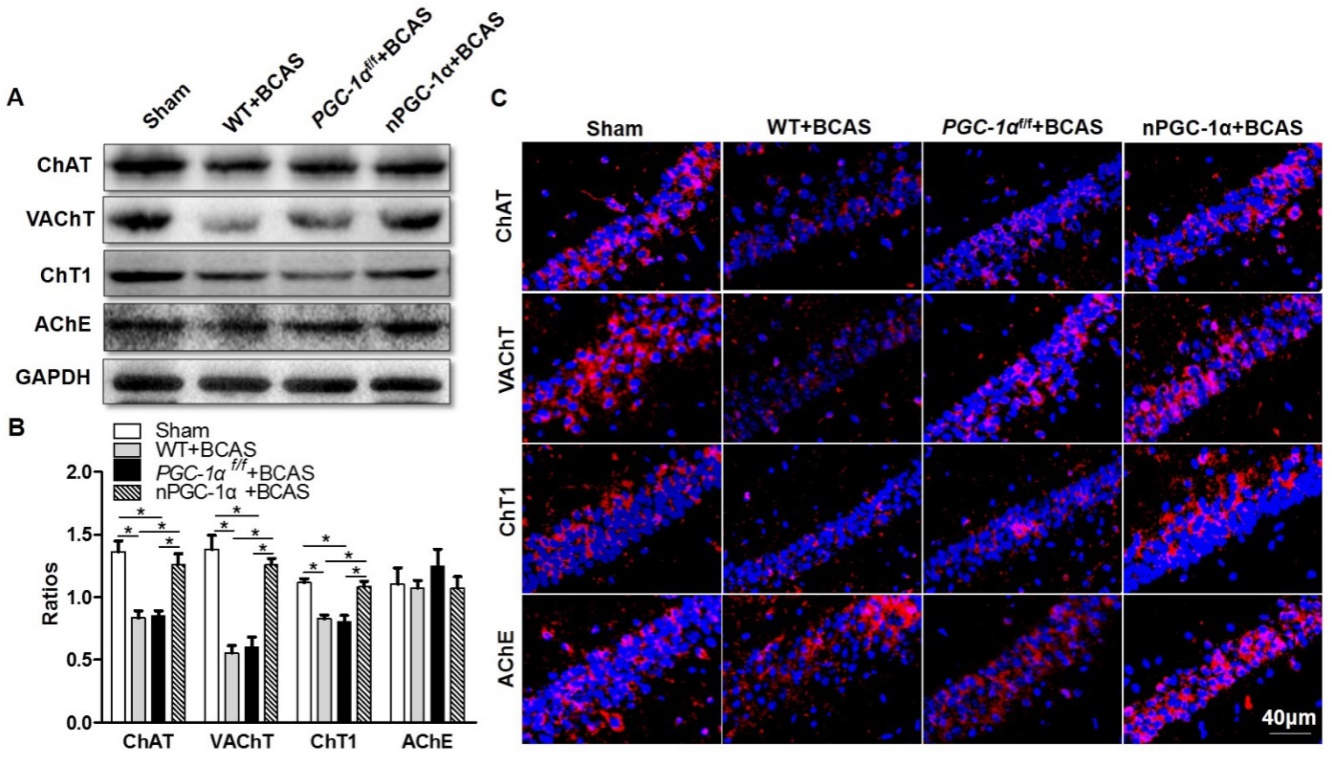
** Neuronal PGC-1α improves the cholinergic dysfunction in the hippocampus.** (**A, B**) Representative images of Western blots demonstrated the decreased ChAT, VAChT and ChT1 in the hippocampus of mice from WT+BCAS and* PGC-1α^f/f^* +BCAS groups compared to the sham and nPGC-1α+BCAS groups. There were no significant differences in AChE expression among 4 groups. (**C**) Representative images of cholinergic immunofluorescence staining showed a similar trend. *p<0.05 as determined by one-way ANOVA. n = 6 in each group.

**Figure 7:**
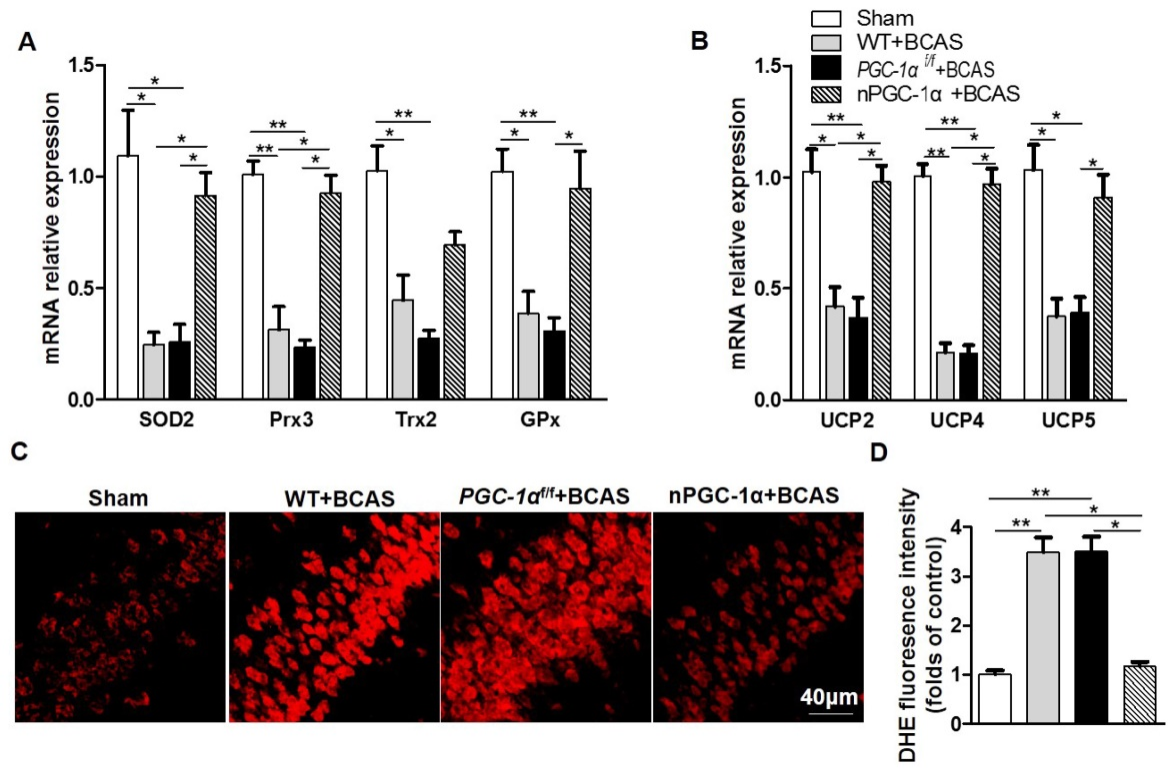
** PGC-1α reduces ROS production.** (**A**) The relative mRNA expressions of mitochondrial antioxidants including SOD2, Prx3, Trx2 and GPx1 were determined by qRT-PCR. (**B**) The relative mRNA expressions of UCPs including UCP2, UCP4 and UCP5 in the hippocampus from 4 groups were also measured. (**C**) Representative images of DHE staining reflected the ROS levels in the hippocampus of these 4 groups, indicating that PGC-1α greatly reduced ROS production. (**D**) DHE fluorescence intensity was quantified, and then expressed as the folds of control. *p<0.05, **p<0.01 as determined by one-way ANOVA. n = 6 in each group.

**Figure 8:**
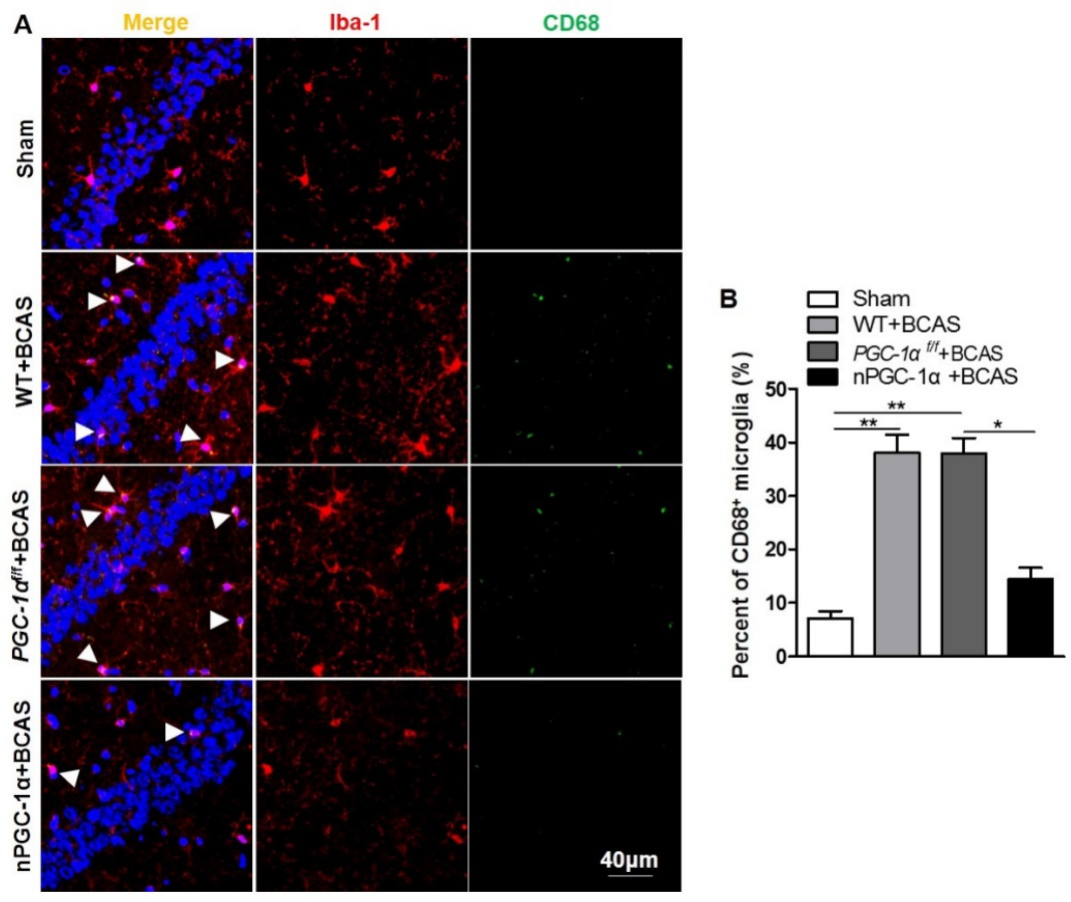
** PGC-1α attenuates the activation of microglia in hippocampus.** (**A**) Immunofluorescent staining of the CD68-positive microglia in the hippocampal CA1 areas of the WT+BCAS, *PGC-1α^f/f^* +BCAS, nPGC-1α+BCAS and sham mice after chronic cerebral hypoperfusion. (**B**) The percent of the CD68-positive microglia. *p<0.05, **p<0.01 as determined by one-way ANOVA. n = 6 in each group.

**Figure 9:**
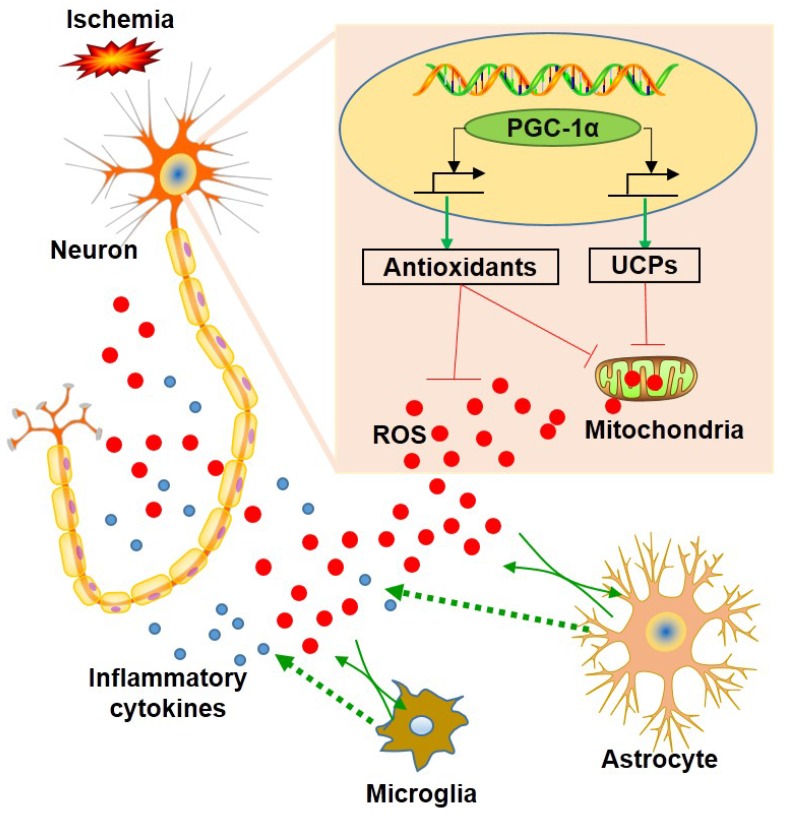
** Schematic representation of the role of neuronal PGC-1α in ischemia.** Ischemia induces reactive oxygen species (ROS) production from neurons and glia. In contrast, PGC-1α, a master regulator of mitochondrial function, is involved in mitochondrial biogenesis, and significantly up-regulates the expressions of mitochondrial antioxidants and uncoupling proteins (UCPs), thereby reducing the accumulation of ROS. Subsequently, this condition impedes glial activation, leading to decreased generation for ROS and inflammatory cytokines, and ultimately preventing from the neuronal dysfunction induced by chronic cerebral hypoperfusion.

## Abbreviations

ACh: acetylcholine
AChE: acetylcholinesterase
AD: Alzheimer's disease
BCAS: bilateral common carotid artery stenosis
BDNF: brain-derived neurotrophic factor
BSA: bovine serum albumin
ChAT: choline acetyltransferase
ChT1: high-affinity choline transporter
DG: dentate gyrus
DHE: dihydroethidium
fEPSP: field excitatory postsynaptic potentials
GFAP: glial fibrillary acidic protein
GO: gene ontology
GPx1: glutathione peroxidase
Iba-1: ionized calcium-binding adaptor molecule-1
KEGG: kyoto encyclopedia of genes and genomes
LTP: long-term potentiation
MBP: myelin basic protein
MS: multiple sclerosis
MWM: Morris water maze
OCR: oxygen consumption rate
ODRL: odor discrimination reversal learning
OGD: oxygen and glucose deprivation
PD: Parkinson's disease
PGC-1α: peroxisome proliferator-activated receptor-γ co-activator 1α
PP: perforant pathway
Prx3: peroxiredoxin 3
ROS: reactive oxygen species
SOD2: superoxide dismutase 2
TBS: theta burst stimulation
Trx2: thioredoxin 2
UCPs: uncoupling proteins
NeuN: neuron-specific DNA-binding protein
VAChT: vesicle acetylcholine transporter
VaD: vascular dementia

How the deposited data were processed for this re-analysis (not part of the article)

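RNA-Seq data were available for 4 libraries of HT-22 cells, 1 per condition: Ctrl, PGC-1α, Ctrl+OGD and PGC-1α+OGD. The condition of each library was taken from the sample records, which call the control cells wild type and name no lentivirus for them. The negative control lentivirus is taken from the paper's methods. The microarray of mouse hippocampus and the other experiments of the paper were not analysed here.

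The authors aligned paired-end reads to GRCm38 with Hisat2 and deposited 1 table of values per transcript. The deposited values were taken as FPKM, although neither the paper nor the table names the unit, because they are never negative and have column totals between 331892 and 353381. The program that produced the values, the annotation behind it, the filter on transcripts and the test behind the paper's p values are not stated. The table holds 25889 transcripts, and transcripts listed at 0 number 1736 in Ctrl, 1799 in PGC-1α, 2030 in Ctrl+OGD and 2070 in PGC-1α+OGD. The 10 most abundant transcripts hold 4.76%, 5.18%, 4.70% and 5.29% of the total, in the same order. Reads per library are unknown: in 1092 genes with 1 transcript, at most 34.5% of the low values of a library lay near whole steps. The precision of a single value therefore cannot be given.

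Transcripts were matched to GENCODE release M21 by identifier without version. This matched 25822 transcripts (99.7%), of which 24680 had the same version, and left out 67. Of all transcripts, 25740 are of the protein-coding type. They belong to 11502 gene symbols, of which 4994 have 1 deposited transcript and 6508 have 2 or more, with at most 20 for a gene. The comparison had been planned for a table of genes with 1 value per symbol, that of the highest mean, and this plan was kept. It lets 1 transcript stand for a gene, so all results were also computed after summing the deposited transcripts of each gene.

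Values were transformed as log2(FPKM + 1), without further scaling, and genes with a mean of at least 1 FPKM over the 4 libraries were compared (10437 by the highest transcript, 10604 after summing). The comparisons were PGC-1α vs Ctrl, PGC-1α+OGD vs Ctrl+OGD, Ctrl+OGD vs Ctrl and PGC-1α+OGD vs PGC-1α. A gene was counted as higher or lower at a fold change of at least 1.5. Without replicates there is no variance within a condition, and no p values were computed. Overlaps between comparisons were set against 10000 draws of random genes matched on mean expression in 20 bins.

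The 18 gene lists cover oxidative phosphorylation (nuclear-encoded subunits), mitochondrially encoded subunits, the citrate cycle, glycolysis/gluconeogenesis, NAD metabolic process, PGC-1α target genes, mitochondrial antioxidants and uncoupling proteins, cholinergic and neurotrophic genes of the paper, insulin signaling, glucagon signaling, endoplasmic reticulum organization, hypoxia-inducible factor (HIF) targets with and without glycolysis enzymes, ATF4 and the unfolded protein response, interferon-stimulated genes, cholesterol biosynthesis, proliferation, and cytosolic ribosomal proteins. Their members were written from general knowledge and differ from the GO and KEGG sets used in the paper. Each median log2 fold change was ranked among 10000 random lists matched in the same bins, with bounds that hold the middle 95% of them.

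The genes named in the text are Ppargc1a, the genes the paper names, the 20 genes with the largest rise and the 5 with the largest fall in each comparison of PGC-1α with control, the 3 list members with the largest rise in the comparison at hand, and the 5 genes with the largest rise and fall after OGD in control cells. Genes with which these share exons on the same strand are named as well, except for Pcdhgc3, which shares exons with many genes of its cluster. Not every gene that meets this rule is reported here.

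The alternatives were pseudocounts of 0.1 and 0.01, no filter on low values, a mean of at least 5, median ratio and upper quartile scaling, a fold change of at least 2, all transcripts as deposited, random lists not matched on expression, and Reactome pathway members in place of the lists. Added after the data were seen were the summing of transcripts and the removal of a linear trend in log2 transcript length and GC content.

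The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. They were tested on simulated data for 10604 genes with a log2 noise of 0.15, in which 66 unchanged genes passed 1.5-fold. In 200 further genes a log2 change of 2.0 was set without added noise, so that their recovery was fixed by construction, which checks the computation and gives no sensitivity at 1.5-fold. Of 200 unchanged lists, 97% stayed within the bounds, and a list of 40 genes shifted by 0.2 lay at the 100th percentile. The noise was a set value, not estimated from the data, equal for all genes and independent between them. The 66 genes and the 97% are therefore not error rates for the 4 libraries. Reads shared with paralogs or pseudogenes could not be separated, since only values per transcript were available.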

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

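In this part, the tests of transcript assignment, of a low Ctrl library and of the glycolysis enzymes, and all tests on the HIF targets, were chosen only after the result was seen.

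Some of the named genes were past 1.5-fold in opposite directions in the comparisons of PGC-1α with control without OGD and with OGD, a difference between groups that was not tested because each group has 1 library. By the highest transcript, the log2 fold changes without and with OGD were 5.59 and -5.19 for Amotl2, 5.11 and -4.53 for Ldha, and -5.65 and 5.68 for Nptxr. After summing, these genes were not past 1.5-fold in opposite directions. Ddx46 (0.78 and -0.90), Dgcr2 (-0.72 and 1.10) and Rptor (-2.47 and 1.94) were so after summing. Among all genes, 271 were past 1.5-fold in opposite directions by their highest transcript, 242 of them with 2 or more deposited transcripts. Of these 242 genes, 81.8% no longer were after summing, compared with 75.8% for the 231 genes with 2 or more transcripts past 1.5-fold in the same direction. Among genes with a mean of at least 5 FPKM, 0.439% of those with 1 deposited transcript and 2.96% of those with more were past 1.5-fold in opposite directions. Reads assigned to other transcripts of the same gene are a candidate explanation for most of these opposite changes. For the 44 of the 242 genes that kept them, summing cannot exclude it, because only deposited transcripts are summed. The Ddx46 sum also followed the transcript that held the reads. It was 20.3 FPKM in PGC-1α and 22.5 FPKM in Ctrl+OGD, where 1 transcript held nearly all. It was 11.5 FPKM in Ctrl and 11.6 FPKM in PGC-1α+OGD, where the other did. A difference between the effects of PGC-1α with and without OGD also remains open for these 44 genes. It stays open as well for those of the 271 genes with 1 deposited transcript, which summing leaves unchanged.

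The HIF targets were higher in PGC-1α vs Ctrl (median log2 fold change 0.24 over 38 genes, 99.99th percentile) and lower in PGC-1α+OGD vs Ctrl+OGD (-0.12), on opposite sides of the random lists, and this difference between groups was likewise not tested across samples. The fall with OGD does not involve the Ctrl library and lay at the 0.64th percentile, which argues against a low Ctrl library as the whole cause. The fall lay at the 1.89th percentile after the deposited transcripts of each gene were summed. It lay at the 0.12th percentile after the trend in length and GC content was removed. In both settings, the rise without OGD was above the middle 95% of random lists. This argues against assignment between deposited transcripts and against this trend. Without the glycolysis enzymes, the 24 remaining genes lay at the 47.91st percentile without OGD (median -0.01) and at the 0.01st percentile with OGD (-0.22), so the rise may come from glycolysis enzymes, while the fall does not. All 38 tested HIF targets also belong to another list, counting the shorter HIF list. After OGD, the median of the HIF targets was 0.33 in control cells (99.99th percentile) and -0.15 in PGC-1α cells (0.04th percentile). Without the glycolysis enzymes, these medians were 0.27 (99.38th) and -0.21 (0.14th). An opposite response of the HIF targets to OGD in PGC-1α cells remains possible. It cannot be told apart from a difference between single cultures unrelated to PGC-1α with 1 library per condition.

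Cholesterol biosynthesis and proliferation, which the paper does not discuss for these cells, were higher in Ctrl+OGD than in Ctrl. The median log2 fold changes were 0.60 over 22 genes, with 11 at least 1.5-fold higher against 2.07 in random lists, and 0.53 over 40 genes, with 17 against 3.72. Both medians lay above every random list. The cholesterol list stayed at the 100th percentile after removal of the trend in length and GC content, which argues against this trend. Both lists were also higher in PGC-1α vs Ctrl without any OGD, at the 99.99th percentile or above (0.35 and 0.38), so a low Ctrl library may account for part of the change. Both were higher in PGC-1α+OGD vs PGC-1α as well, at the 97.75th percentile or above (0.20 and 0.13), where Ctrl is not involved, and a response to OGD in both kinds of cells may account for another part. With the Reactome pathway, the cholesterol median in PGC-1α+OGD vs PGC-1α was 0.14, at the 96.3rd percentile and so within the range of random lists.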

How the results depend on the processing

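The summing of transcripts, the removal of the trend in length and GC content, and the tests built on them were chosen only after the results were seen.

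No paired analysis was possible because each condition has 1 library, and leaving out a library would leave a condition empty. Fisher's exact test on reads was not run, since the table holds no read counts, and the authors' own fold changes and p values were not used, since the table holds none. A fold change of at least 2 and all transcripts as deposited give values for gene counts only.

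Ppargc1a was higher with PGC-1α under every alternative run, with log2 fold changes from 3.82 to 4.84 without OGD and from 3.09 to 6.21 with OGD, the highest at a pseudocount of 0.01. The median of oxidative phosphorylation ranged from 0.44 to 0.50 without OGD and from 0.17 to 0.23 with OGD, and that of the citrate cycle from 0.43 to 0.55 and from 0.20 to 0.26, each above the middle 95% of random lists in every alternative. Glycolysis/gluconeogenesis ranged from 0.28 to 0.47 without OGD. With OGD, its median of 0.070 was within the range of random lists when these were not matched on expression. The NAD metabolic process, insulin signaling, glucagon signaling and endoplasmic reticulum organization lists stayed within the range of random lists with OGD in every alternative run. Pseudocounts, scalings and the absence of a filter kept every gene count within 1.5 times the first one.

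The gene counts moved by more than 1.5 times in 4 settings. In the order PGC-1α vs Ctrl, PGC-1α+OGD vs Ctrl+OGD, Ctrl+OGD vs Ctrl and PGC-1α+OGD vs PGC-1α, a fold change of at least 2 gave 369, 308, 407 and 378 genes higher and 417, 384, 427 and 442 lower, with 58 higher and 62 lower in both PGC-1α comparisons, which follows from the stricter threshold. All transcripts as deposited gave 2266, 2054, 2455 and 2233 higher and 2406, 2038, 2695 and 2413 lower, with 452 and 475 in both, because 18341 transcripts were compared. Genes with a mean of at least 5, of which there are 7490, gave 537 lower in PGC-1α vs Ctrl, 344 higher and 441 lower in PGC-1α+OGD vs Ctrl+OGD, 598 lower in Ctrl+OGD vs Ctrl, and 463 higher and 518 lower in PGC-1α+OGD vs PGC-1α, with 81 and 81 in both. Summing transcripts gave 521, 327, 657 and 405 higher, 597, 405 and 553 lower in the comparisons other than Ctrl+OGD vs Ctrl, and 75 and 79 in both.

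Some results reversed. With random lists not matched on expression, oxidative phosphorylation in PGC-1α+OGD vs PGC-1α (median 0.0099) and ribosomal proteins in Ctrl+OGD vs Ctrl (0.089) were no longer on the low side of the random lists, because only the random lists change in this setting. After summing, log2 fold changes became 0.28 for Amotl2, -0.11 for Eps8 and -0.12 for Sucla2 in PGC-1α+OGD vs Ctrl+OGD, -0.15 for Fam171a1 and 0.0092 for Nptxr in Ctrl+OGD vs Ctrl, and -0.28 for Sirt1 and -0.0052 for Nadk in PGC-1α vs Ctrl, since their other transcripts moved the opposite way. Ndufs1 in PGC-1α+OGD vs Ctrl+OGD, below 1.5-fold in either setting, went from -0.41 to 0.19. Of the genes named only as among the 20 largest rises, Fam171a1 (-0.21), Asap1 (-0.03), Zmynd8 (-0.03) and Snap23 (-0.20) without OGD and Diaph1 (-0.27) and Baz2a (-0.21) with OGD were also below 0 after summing. Of the other results counted, which leave out these, summing made 25 weaker and 4 stronger and left 107 on the same side of the threshold. Among these same kinds of results, 3 became weaker and 3 stronger with a mean of at least 5, and 3 weaker and 1 stronger with no filter. With each other pseudocount, 1 became weaker, and with unmatched random lists 3 became weaker and 2 stronger. With the trend in length and GC content removed, 4 became weaker and 5 stronger, and with Reactome pathway members 5 became weaker. Neither scaling changed any of the results counted. The count of higher insulin signaling genes under OGD is not among them. It was above the range of random lists at first. It was within that range with either scaling, either other pseudocount or unmatched random lists. The causes of these changes were not tested.

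The unknown depth limits all folds of transcripts near 0, and no result here has a replicate.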

Differences from the paper's values

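The summing of transcripts used in this part was chosen only after the result was seen.

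For PGC-1α vs Ctrl, 814 genes were higher, against the paper's 336, and 971 were lower, against the paper's 363. The paper's numbers rest on a p value in addition to the fold change, which could not be computed here. Of the alternatives set before the data were examined, a fold change of at least 2 gave 369 higher and 417 lower, within 1.5 times the paper's values, and a mean of at least 5 gave 537 lower, also within 1.5 times. The number of higher genes with a mean of at least 5 (547), and both numbers with other pseudocounts, no filter, either scaling or all transcripts as deposited, were more than 1.5 times the paper's. So were the 521 and 597 genes after summing.

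For PGC-1α+OGD vs Ctrl+OGD, 609 genes were higher, against the paper's 170, and 755 were lower, against the paper's 171. None of the alternatives set before the data were examined closed the gap, the nearest being 308 higher and 384 lower at a fold change of at least 2, and the 327 and 405 genes after summing did not close it either.

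The paper lists endoplasmic reticulum organization and NAD metabolism among the processes, and insulin and glucagon signaling among the pathways, of the genes up-regulated by PGC-1α under OGD. The medians of the corresponding lists in PGC-1α+OGD vs Ctrl+OGD were -0.01, 0.00, -0.03 and 0.01, all within the range of random lists, although 10 insulin and 10 glucagon signaling genes were at least 1.5-fold higher, above the middle 95% of random lists by this count. For insulin signaling, that count was within the middle 95% with both other pseudocounts, both scalings and unmatched random lists. It stayed above with no filter (99.4th percentile) and with a mean of at least 5 (99.65th). Both the insulin and the glucagon count include the overexpressed Ppargc1a. Of the other largest rises, Prkacb (0.24) and Camk2b (0.32) were no longer past 1.5-fold after summing, and Rptor (1.94) still was. The paper relates the top 20 up-regulated genes under OGD to processes such as metabolic process and generation of precursor metabolites and energy. Of the 20 genes found here, 0 belonged to the lists of energy metabolism, which are narrower than these processes. The ranking here uses no p value, and the genes were not compared by name with the paper's. The count of 0 therefore does not contradict the paper.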

Other observations

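In this part, the tests of summing, of a low Ctrl library, of transcript assignment for oxidative phosphorylation, of the share of genes with no shared exon and of the proliferation of the Ctrl culture were chosen only after the result was seen.

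Of the 1785 genes past 1.5-fold by their highest transcript in PGC-1α vs Ctrl, 1387 have 2 or more deposited transcripts, and 885 of these (63.8%) were not past 1.5-fold in the same direction after summing. Reads assigned to other transcripts of the same gene are a candidate explanation for these. They are not for all genes past 1.5-fold after summing, since 86 of the 875 genes with a single annotated transcript were among them (9.83%, against 10.6% of the other genes). Of the 1118 genes past 1.5-fold after summing, 148 (13.2%) share exons with another gene on the same strand, against 8.59% of the other genes and 7.16% to 10.5% in random lists, so exon sharing may account for some of these genes. The remaining 86.8% share none, which argues against it as the cause for most. Of the 20 largest rises after summing, 9 share exons without OGD and 4 with OGD. Whether PGC-1α changed the use of transcripts was not tested.

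The rise of oxidative phosphorylation genes with PGC-1α lay at the 100th percentile in both comparisons after the trend in length and GC content was removed. The same held after summing. This argues against this trend and against assignment between deposited transcripts. A low Ctrl library would not raise the list in PGC-1α+OGD vs Ctrl+OGD, where the list also lay at the 100th percentile. For the larger rise in PGC-1α vs Ctrl, this comparison cannot exclude it. In Ctrl, the list was below the mean of the other 3 libraries (median -0.41, below every random list), so a low Ctrl library may account for part of that rise. An effect of PGC-1α and a difference between single cultures unrelated to it cannot be told apart, since there is 1 library per condition.

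Among the 10604 summed genes, Ctrl was the library farthest from the other 3 for 38.4%, PGC-1α for 22.2%, Ctrl+OGD for 22.1% and PGC-1α+OGD for 17.2%. Permuting the 4 values within each gene gave 24.0% to 26.0%, which argues against independent noise of equal size in every library. Larger independent noise in the Ctrl library was not tested and stays open. After removal of the trend in length and GC content, the share for Ctrl was 38.5%, which argues against that trend. The proliferation list was lower in Ctrl than in the mean of the other 3 libraries (median log2 difference -0.44, below every random list), so lower proliferation of the Ctrl culture at harvest may be part of the difference. Ctrl is also the only library with neither PGC-1α nor OGD, and this biological explanation was not tested.

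Interferon-stimulated genes were lower in Ctrl+OGD than in Ctrl, with a median of -0.43 over 23 tested genes at the 0.03rd percentile, and also in PGC-1α+OGD vs PGC-1α (-0.29, at the 0.14th percentile), so a response to OGD in both kinds of cells may be the cause, although this depends on the genes chosen. With the Reactome interferon pathway, of which 11 genes were tested, the medians in these comparisons were -0.23, at the 6.06th percentile, and -0.15, at the 8.14th, both within the range of random lists. With a mean of at least 5, the list was within the range in Ctrl+OGD vs Ctrl (6.29th percentile) and below it in PGC-1α+OGD vs PGC-1α (0.98th). In PGC-1α vs Ctrl the list was at -0.06, at the 46.65th percentile. In PGC-1α+OGD vs Ctrl+OGD it was at 0.13, at the 97.58th percentile and so just above the range. That position also held with median ratio scaling (97.65th). The list was within the range with the other pseudocounts (96.91st and 96.78th), no filter (93.57th) and a mean of at least 5 (58.44th). The Reactome pathway was within it too (94.17th).

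In the remaining lists, the ATF4 and unfolded protein response genes had medians of 0.00 in PGC-1α vs Ctrl, -0.09 in PGC-1α+OGD vs Ctrl+OGD, 0.20 in Ctrl+OGD vs Ctrl and 0.19 in PGC-1α+OGD vs PGC-1α, and the last lay above the middle 95% of random lists. The cytosolic ribosomal proteins had medians of -0.18, -0.14, 0.09 and 0.17 in the same order, the first 2 below every random list, that for Ctrl+OGD vs Ctrl at the 0.20th percentile and so also below the range, and the last at the 99.99th percentile. Insulin signaling, glucagon signaling and endoplasmic reticulum organization had medians of 0.01, 0.11 and 0.04 in PGC-1α vs Ctrl, and the glucagon signaling median, at the 99.6th percentile, was at 0.02 and within the range of random lists after summing. No explanation was tested for these lists.

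The paper measured mitochondrial antioxidants and uncoupling proteins in mouse tissue. In HT-22 cells, the log2 fold changes in PGC-1α vs Ctrl and PGC-1α+OGD vs Ctrl+OGD were 0.69 and 0.30 for Sod2, 0.35 and 0.24 for Prdx3, 0.10 and 0.34 for Txn2, 0.28 and -0.06 for Gpx1, 0.45 and -0.32 for Ucp2, and -0.27 and -0.11 for Slc25a27 (UCP4). The medians of these 6 genes were 0.32, at the 98.1st percentile, and 0.09, at the 89.8th. Neither position held in every alternative. Without OGD, the list lay within the middle 95% of random lists with no filter (0.28, at the 97.1st percentile) and with the trend in length and GC content removed (0.31, at the 97.4th). With OGD, it lay above with no filter (0.24, at the 99.2nd) and with a mean of at least 5 (0.24, at the 99.0th). Slc25a14 (UCP5) was listed at 0 in 3 libraries and at 1.54 FPKM in PGC-1α+OGD. Of the cholinergic and neurotrophic genes, Bdnf was the 1 gene tested, with log2 fold changes of -0.18 and 0.47, and Ache was below 1 FPKM in all 4 libraries. Chat, Slc18a3, Slc5a7, Rbfox3 and Fndc5 were looked for and were not among the 11502 matched gene symbols, so they could not be analysed.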
